# Deer antler reserve mesenchyme cells modified with miR-145 promote chondrogenesis in cartilage regeneration

**DOI:** 10.3389/fvets.2024.1500969

**Published:** 2024-12-24

**Authors:** Boyin Jia, Xintong Han, Xin Li, Linlin Zhang, Fuquan Ma, Yusu Wang, Xue Wang, Yaru Yan, Yaxin Li, Junnan Shen, Xinran Chen, Xinyi Li, Qianzhen Zhang, Pengfei Hu, Rui Du

**Keywords:** reserve mesenchyme cells, SOX9, miR-145, chondrogenesis, cartilage regeneration

## Abstract

Deer antler-derived reserve mesenchyme cells (RMCs) are a promising source of cells for cartilage regeneration therapy due to their chondrogenic differentiation potential. However, the regulatory mechanism has not yet been elucidated. In this study, we analyzed the role of microRNAs (miRNAs) in regulating the differentiation of RMCs and in the post-transcriptional regulation of chondrogenesis and hypertrophic differentiation at the molecular and histological levels. The results showed that RMCs showed typical MSC differentiation potentials. During chondrogenic differentiation, we obtained the expression profile of miRNAs, among which miR- 145 was the most prominent candidate as a key microRNA involved in the balance of chondral and endochondral differentiation. Knockdown of miR-145 promoted chondrogenesis and inhibited hypertrophy differentiation in RMCs. Mechanically, by prediction through online databases combined with dual-luciferase reporter assay, SOX9 was suggested as a target of miR-145. Further validation experiments confirmed that knockdown of miR-145 contributed to the balance between endochondral versus chondral differentiation of RMCs by targeting SOX9. Additionally, RMCs transfected with the miR-145-knockdown-mediated lentiviral vector successfully promoted cartilage regeneration *in vivo*. In summary, our study suggested that the reciprocal negative feedback between SOX9 and miR-145 was essential for balancing between endochondral versus chondral differentiation of RMCs. Our study suggested that modification of RMCs using miRNAs transduction might be an effective treatment for cartilage defects.

## Introduction

Cartilage defect is a common orthopedic disease caused by trauma, necrosis, inflammation, and degeneration, which is an important cause of osteoarthritis (OA) (1). The lack of blood vessels in cartilage tissue and the inability of chondrocytes in the cartilage lacunae to migrate to the wound site make it difficult for cartilage to self-repair (2, 3). Mesenchymal stem cell (MSC) implantation is an important method for treating cartilage defects in tissue engineering. MSCs not only have the potential to differentiate into chondrocytes but also possess paracrine function, anti-inflammatory activity, immunomodulatory capacity (4). However, the phenotype of MSC-generated chondrocytes is unstable and undergoes hypertrophic degeneration, ultimately resulting in the formation of endochondral bone (5). In addition, the lifespan and proliferation potential of MSCs are limited, and they even have a tendency for tumor formation (6). Therefore, it is necessary to explore more sources of MSCs.

Antler is the fastest animal-growing tissue in mammals (2 cm/day) (7). The growth center of antler is located at its top, and the MSCs present in it are called reserve mesenchymal cells (RMCs) (8). RMCs can differentiate into chondrocytes, and despite high cell division rate, they do not undergo cancerous transformation (9). Accumulating evidence demonstrates that antler has evolved efficient cell apoptosis in the reserve mesenchymal, offsetting the tendency toward neoplastic transformation (9). It can be seen that RMCs effectively avoid the neoplastic tendencies of previous MSCs, thereby reducing the risk of treating cartilage defects in clinical practice. In our previous study, we have successfully repaired cartilage defects in rat models using RMCs (10). Therefore, RMCs will become a potential cellular resource for the treatment of cartilage defects.

Increasing evidence suggests that the post-transcriptional regulation of miRNAs can target transcription factors to determine cell fate (11). miRNAs play a crucial role in cell differentiation, development, proliferation, and other processes (12). miRNAs also regulate the differentiation of MSCs into chondrocytes, such as miR-140 targets RALA to promote chondrogenesis of bone marrow-derived MSCs (BMSCs), while targeting BMP2 inhibits the osteogenic effect of BMSCs (13, 14). miR-140-transfected umbilical cord MSCs (UC-MSCs) effectively repair cartilage repair in an OA rat model (15). miR-199b-5p targets JAG1 and stimulates chondrogenesis of BMSCs by increasing SOX9 and COL2 protein levels (16). miR-181a targets RSPO2 to activate BMP signaling pathway and reduce typical WNT signaling pathway in BMSCs (17). In our previous study, we have identified a group of differentially expressed miRNAs in antler growth centers at four different developmental stages but did not characterize the target mRNAs (18). We have noticed the differentially expressed miR-145 among them. The study has found that miR-145 can directly target SOX9 in the initial stage of chondrogenic differentiation of MSCs, thereby inhibiting cartilage formation. On the contrary, knockdown of miR-145 can increase the expression of SOX9, thereby delaying the differentiation process of MSCs into hypertrophic chondrocytes (19). SOX9, as an essential gene for chondrogenesis, transcriptionally activates the genes for many cartilage-specific structural component (20). Unfortunately, it is still unclear which miRNAs are involved in post-transcriptional regulation of the chondrogenic differentiation of RMCs, especially the important role of miR-145 in this process.

In this study, we screened miRNAs directly involved in post-transcriptional regulation of RMC chondrogenic differentiation-related genes by miRNA expression profiles. We identified miR-145 as the optimal candidate for targeting chondrogenic genes and further determined the expression pattern and function of miR-145 during RMCs chondrogenic differentiation. This will help improve the efficacy of RMC-derived chondrocytes in repairing cartilage defects.

## Materials and methods

### Tissue collection and cell cultures

All animal experiments were performed as per the laboratory animal—guidelines for ethical review of animal welfare (GBT 35892.-2018) and were approved by the Jilin Agricultural University Committee on the use of live animals (Approval No: 20220311008). The sika deer was procured from Sika Deer Breeding Farm of Jilin Agricultural University. Healthy adult male sika deer (3 years old; *n* = 6) was used for this study. The sika deer was anesthetized by intramuscular injection of 50 mg/kg chlorpromazine hydrochloride. The sika deer was awakened at the end of experiments with 0.075 mL/kg composite awakening agent consisting of atemizole, naloxone, and flumazenib (0.90:0.95:0.26). Antler tips were collected from six anesthetized male 3-year-old sika deer. According to the previously reported method, the tissues of reserve mesenchyme and cartilage were collected from the growing antler tips at 30 days and 60 days (21). The culture of RMCs and antler chondrocytes (CC) was determined following Li et al. (22). Three biological replicate experiments for each tissue type were performed.

### Flow cytometry

Flow cytometry was used to identify the surface markers of RMCs as previously described (10). In brief, the RMCs were mixed with different fluorescently labeled monoclonal antibodies, including CD34, CD45, CD73, and CD90. After washing the RMCs, we immediately determined them using a flow cytometer.

### Immunofluorescent staining

The RMCs on 24-well plates were fixed with 4% paraformaldehyde and permeabilized by 0.5% Triton X-100. After being blocked by serum, the cells were incubated overnight with primary antibodies (CD34, CD45, CD73, CD90). Then, the RMCs were incubated for 1 h with the secondary antibodies. Finally, the nucleus was stained with DAPI, and the images were analyzed using a fluorescence microscope.

### Multilineage differentiation

We used a chondrogenic differentiation kit to determine the chondrogenic ability of RMCs. In short, 500,000 cells were placed in centrifuge tubes. Then the culture medium was changed from maintenance medium to chondrogenic medium, changing every 2 days for a course of 14 days. The final formed cartilage-like nodules were embedded in optimal cutting temperature (OCT), cut into 5-μm frozen sections, and stained with Alcian blue. MesenCult adipogenic differentiation kit and osteogenic differentiation kit were used to determine the adipogenic and osteogenic abilities of RMCs. A 12-well plate was cultured with 200,000 RMCs/well. Then the culture medium was changed from maintenance medium to adipogenic medium or osteogenic medium, changing every 3 days. After 14 days, oil red O was used to stain lipid droplets of adipocytes. After 21 days, Alizarin Red was used to stain calcium deposits of osteoblasts.

### Quantitative real-time PCR (qRT-PCR)

Total RNA from cells and cartilage-like nodules was isolated using RNA-quick purification kit. Isolated RNAs were reverse-transcribed into cDNAs with the use of PrimeScript^™^ RT reagent kit, and cDNA was amplified with the use of TB Green^®^Premix Ex Taq^™^ II. The primer sequences are shown in Supplementary File S1. Relative expression levels of miRNAs and mRNAs were normalized to U6 and GAPDH internal control.

### Western blot

RIPA lysate (Beibokit, Shanghai, China) was utilized for extracting total proteins from cells and cartilage-like nodules. Quantification of proteins was achieved using a BCA protein kit assay. Protein was separated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes, which were subsequently blocked with 5% skimmed milk. The PVDF membranes were incubated with primary antibodies on a shaker overnight at 4°C. The membranes were subsequently incubated with secondary antibodies at ambient temperature. The protein was detected using ECL detection reagents (Tanon, Shanghai, China) and signal was normalized to β-actin.

### MiRNA sequencing

Total RNA was collected from chondrocytes and RMC-induced chondrogenic differentiation was done for 0, 7, and 14 days to construct small RNA libraries. Small RNAomics were sequenced on the Illumina Novaseq 6000. The small RNA libraries were constructed and sequenced according to the method described previously (18). The differential expression miRNAs (DE miRNAs) were obtained with *p* < 0.05 and fold-change cutoff of two. Online databases including miRmap, TargetScan, and miRanda were used to predict the targets of miRNAs. A Venn diagram was constructed to display overlapping interactions.

### Transfection procedure

miR-145-overexpression lentivirus, miR-145-knockdown lentivirus, scrambled miRNA controls lentivirus, SOX9-overexpression lentivirus, and SOX9-knockdown lentivirus were purchased from Hanbio Biotechnology Co. Ltd. (Shanghai). The transfection process of lentivirus followed the manufacturer’s instructions. About 2 × 10^5^ RMCs were inoculated overnight in a 12-well plate and infected with lentivirus expressing either target gene lentivirus at a multiplicity of 50 after 48 h for further testing.

### Dual-luciferase reporter assay

The binding sequences of miR-145 and SOX9 3’UTR were predicted according to targetscan database. The SOX9-3’untranslated region-wild type and SOX9-3’untranslated region-mutant type in luciferase reporter plasmids were constructed. Then, the luciferase activity was measured after co-transfection with the plasmids and miR-145 mimic or miRNA-NC in 293 T cells.

### Animal experiments

Sprague Dawley (SD) rats were procured from Experimental Animal Center of Jilin Agricultural University. The animals were kept in a standard laboratory condition. Healthy adult male rats (weight: 250 ± 30; 8 weeks old; *n* = 48) were used for this study. The rats were anesthetized by intraperitoneal injection of 20% urethan (1 g/kg). The rats were euthanized at the end of experiments with 20% urethan (4 g/kg). The rats were randomly divided into miR-145 mimic group, miR-145 inhibitor group, miR-145 NC group, RMCs group, PBS group, and Sham group to establish a cartilage defect model. The rat articular cartilage defect model was produced by our previous description (10). miR-145 mimic group received RMCs transfected with miR-145-overexpression lentivirus (10^6^ cells/joint). miR-145 inhibitor group received RMCs transfected with miR-145-knockdown lentivirus (10^6^ cells/joint). miR-145 NC group received RMCs transfected with miR-145-NC lentivirus (10^6^ cells/joint). The RMC group received RMCs (10^6^ cells/joint). The PBS group received 100 μL PBS. Sham control animals only underwent surgery without treatment once a week for 3 weeks. The grip strength level of rats was investigated using the grip strength test. After 8 weeks of treatment, the maximum pulling force of the hind limbs was measured five consecutive times, and the average value was recorded. At 4 and 8 weeks after surgery, the femurs of rats were collected for the evaluation of disease progression. The macroscopic evaluation of cartilage defects was made according to the Innovative Clinical Research Solutions (ICRS) criteria.

### Histological examination

Hematoxylin and eosin (HE) staining (Bioss, Beijing, China), Safranin-O-Fast green staining (Phygene, Fuzhou, China), and IHC reagent kit (ZSGB Bio, Beijing, China) were used to assess the histological changes in sampled femurs. Briefly, the whole femurs were incubated in 4% paraformaldehyde for 1 day and decalcified for 1 month using 10% EDTA. All samples were embedded in paraffin blocks and sectioned at a thickness of 4 μm. Then, sections were stained with HE and Safranin-O-Fast green. The methods of Pineda and Wakitani were used to score the severity of the degree of cartilage defects. The parameters of Pineda score included percent filling of the defect, reconstitution of the osteochondral junction, matrix staining, and cell morphology. The range was from the best 0 to the worst 14 (23). The parameters of Wakitani score included cell morphology, matrix-staining, surface regularity, thickness of cartilage, and the integration of donor with host. The range was from the best 0 to the worst 14 (24). For immunohistochemical analysis, the tissue sections were incubated with primary antibodies overnight at 4°C. Horseradish peroxidase-labeled secondary antibody was incubated at 37°C for 60 min. The color was developed by applying 3,3′-diaminobenzidine. The sections were counterstained with hematoxylin.

### Statistical analysis

All statistical analyses were conducted with SPSS 26. The means of two groups were compared using two-tailed independent Student’s *t*-test, and the means of multiple groups were compared by one-way analysis of variance (ANOVA). The difference was considered statistically significant at *p* value < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001).

## Results

### Characteristics of RMCs and chondrocytes

Firstly, we evaluated whether the cultured RMCs exhibited the characteristics of MSCs. RMCs had spindle-shaped, fibroblast-like morphology (Figure 1A). The surface marker profile of RMCs was confirmed by immunofluorescent staining, including the expression of CD73 and CD29 (Figure 1D). Following the induction of adipogenic, chondrogenic, or osteogenic differentiation, the RMCs were positively stained for oil red O, Alcian blue, or Alizarin red, respectively (Figure 1E). Furthermore, real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) showed an increased expression of adipogenic, chondrogenic, and osteogenic genes of RMCs after designated induction (Figure 1F). These results showed that RMCs exhibited typical characteristics of MSCs. Secondly, we evaluated the basal characteristics of antler chondrocytes. They resembled paving stones in morphology (Figure 1B). Alisin blue staining of antler chondrocytes was positive (Figure 1C), and the expression of chondrogenic markers COL II and COMP was further detected by WB (Figure 1G). These results indicate that the cultured cells in this study exhibited typical chondrocyte characteristics.

**Figure 1:**
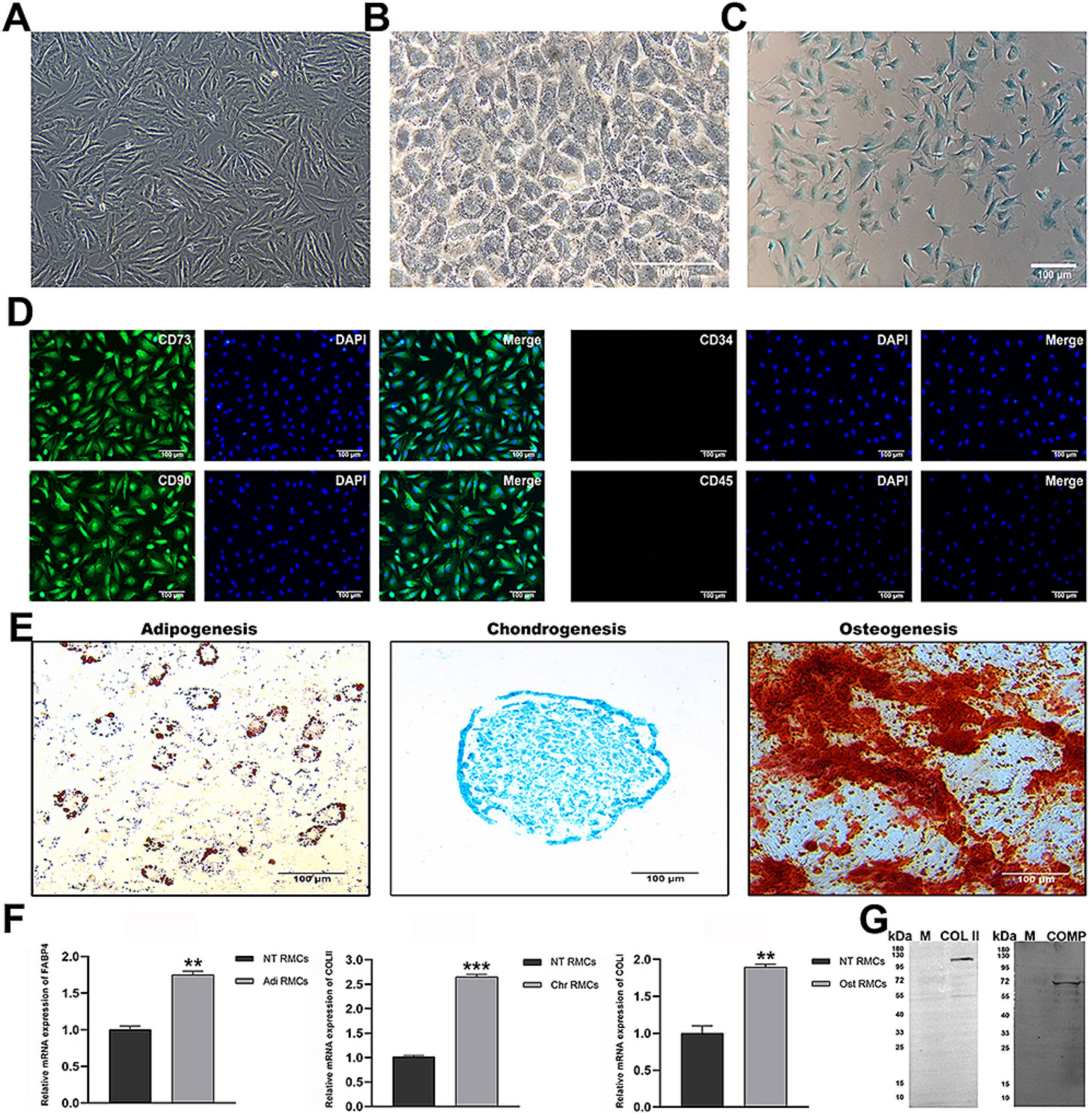
Identification of characteristics of RMCs and chondrocytes. **(A)** Morphology of RMCs. **(B)** Morphology of chondrocytes. **(C)** Alisin blue staining of chondrocytes. **(D)** IF analysis of RMCs surface markers. **(E)** Multilineage differentiation capacity. **(F)** Analysis of adipogenic, chondrogenic, and osteogenic gene expression after multilineage differentiation of RMCs by qRT-PCR. **(G)** Analysis of chondrogenic protein expression by WB.

### miR-145 was differentially expressed during the chondrogenic differentiation of RMCs

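Small RNA libraries were made from chondrocytes of the antler (CC) and from reserve mesenchyme cells (RMCs) of the antler at day 0 (CP_0), day 7 (CP_7) and day 14 (CP_14) of chondrogenic induction, with 3 libraries in each of the 4 groups, and were sequenced on an Illumina NovaSeq instrument. For each library the authors deposited 1 value for each listed miRNA, of which 475 carry a cattle (bta-) name and 70 are named novel_ with a number. The header calls the values TPM, but they are reads on a miRNA per 1000000 reads on all listed miRNAs (RPM), and every library sums to 1000000. In every library 100% of the values were whole multiples of the value of 1 read within a tolerance of 0.01 read, so there was no division by length and the reads behind the values were recovered. The trimming, the aligner and the miRNA database version are not given in the sources used here. The 3 libraries of CP_0 held 2973442, 4097304 and 3636580 reads, those of CP_7 769655, 1032029 and 539455, those of CP_14 2791559, 3024668 and 3864900, and those of CC 10256572, 9714090 and 9970138. The libraries also differed in how much of the reads a single miRNA took: miR-21-5p held 60.3% ± 1.2 (SD, n = 3) of the reads in CP_0, 23.2% ± 1.6 in CP_7, 48.2% ± 5.0 in CP_14 and 75.2% ± 2.0 in CC. A smaller share of miR-21-5p by itself raises the RPM values of the other miRNAs, and composition factors (TMM) were applied before testing. Over the 12 libraries these factors were 0.88 ± 0.045 in CP_0, 1.92 ± 0.21 in CP_7, 0.99 ± 0.051 in CP_14 and 0.60 ± 0.046 in CC. Each comparison was fitted on its own 6 libraries with limma on log2(TMM-normalized RPM + 1), over the miRNAs that passed edgeR's filter on low counts (a minimum count of 10), and a miRNA was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05. A fold change on this scale understates the change of miRNAs with few reads.

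**Figure D1:**
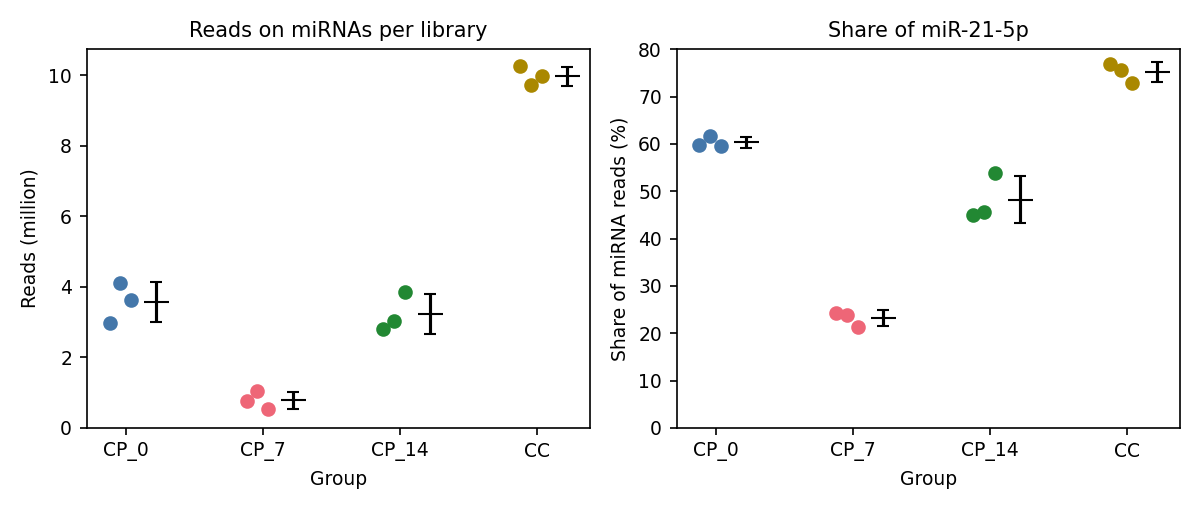
Reads on miRNAs per library, in units of 1000000 reads (left), and the share of miR-21-5p in percent (right) in CP_0, CP_7, CP_14 and CC. Points are libraries, and the dash with its bar is the mean ± SD of 3 libraries. The CP_7 libraries have the fewest reads, at most 1032029, and the lowest share of miR-21-5p.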

miRNA sequencing was used to identify and select the differentially expressed miRNAs from chondrocytes and RMC-induced chondrogenic differentiation for 0, 7, and 14 days. 

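All 475 miRNAs with a cattle name had at least 1 read in at least 1 of the 12 libraries, while 349 had a read in every library of at least 1 group and 291 reached 10 reads in at least 1 library. Of the 246 miRNAs tested between CP_7 and CP_0, 157 were differentially expressed, 88 higher and 69 lower at day 7. Between CP_14 and CP_7, 130 of 246 were called, 60 higher and 70 lower at day 14. Chondrocytes differed from CP_14 in 206 of 276 miRNAs, 104 higher and 102 lower in CC. The 3 comparisons together called 234 miRNAs with a cattle name and 14 named novel_. Among the calls, 48, 54 and 108 in the same order were changed by less than 2-fold. The values of both groups did not overlap for 67.9%, 62.2% and 78.6% of the miRNAs tested, where chance gives 10%. The number of calls moved most with the threshold, and with at least 2-fold added to the adjusted p it came to 109, 76 and 98. Their direction moved most with the scaling. Between CP_7 and CP_0, 152 miRNAs were higher and 20 lower with library size only, and 22 were higher and 123 lower with no normalization. Between CP_14 and CP_7 the numbers were 26 and 138, and 149 and 13. With edgeR's quasi-likelihood test on the recovered reads, chosen after seeing that the values were RPM, the calls were 158, 135 and 202, and with DESeq2 they were 154, 133 and 210. At day 7 novel_342 rose with a log2 fold change of 6.20 (standard error 0.38, adjusted p = 1.04e-05 by limma). It had 323 reads in the CP_7 libraries together and 2 in those of CP_0, so this fold change depends on the pseudocount. The ratio of its share of the reads was 739 (95% exact Poisson interval 203 to 6125, counting error only). Both CP_0 reads were in replicate 1, so without that library the ratio has no finite value. miR-34c fell, with a log2 fold change of -4.19 (standard error 0.82, adjusted p = 0.0031 by limma), -3.46 without CP_0 replicate 3 and -2.72 with a pseudocount of 5 RPM, chosen after seeing the data. It had 49, 47 and 273 reads in the CP_0 libraries and 4, 1 and 0 in those of CP_7, so this fold change too depends on the pseudocount. Its 273 reads in CP_0 replicate 3 lie within the 223 to 295 of the CC and CP_14 libraries, although these differ in depth. From day 7 to day 14 miR-451 rose (log2 fold change 8.43, standard error 0.45, adjusted p = 9.6e-06 by limma), a miRNA with 27, 29 and 6933 reads in the 3 libraries of CP_0 and 6039 to 6619 reads in each library of CP_14 and CC.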

A total of 475 known miRNAs were identified, of which 240 were differentially expressed (Figure 2A). The expression levels of 74 differentially co-expressed miRNAs in all comparison groups were more than two-fold different (Figure 2B). 

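In these libraries 79 miRNAs were called in all 3 comparisons, 78 of them with a cattle name, and 66 of the 79 are among the 74 of Figure 2C. In 100 simulated sets of unchanged groups with the same libraries shared between the comparisons, no miRNA was called in all 3 by limma. At least 2-fold changes in each comparison were found for 20 of the 79. They include miR-21-5p, miR-143, miR-221 and miR-1246, while miR-145 is not among the 79. Of the 79, 73 changed in opposite directions from day 0 to day 7 and from day 7 to day 14, 40 of them rising and then falling. Because CP_7 enters both comparisons, opposite signs are frequent without any change: over the 238 miRNAs tested in both, 82.4% had opposite signs, against 70.4% on average in the simulated sets (highest 78.0%), but the correlation of the log2 fold changes across these miRNAs, which are not independent replicates, was -0.70 and within the range of those sets (-0.79 to -0.29). All simulated libraries had the same expected composition, while the mean TMM factor here was 0.88 in CP_0 and 1.92 in CP_7. An error in the scaling of CP_7 could also give opposite signs, and these sets cannot exclude it. The alternative that moved the overlap most was the threshold of adjusted p with at least 2-fold, which leaves the 20, while with library size only 108 miRNAs were called in all 3 and 39 differed by at least 2-fold in each, and with no normalization these numbers were 104 and 68. Among the 12 candidates of Figure 2D, 10 were called in all 3 comparisons. From day 7 to day 14, 2 of these, miR-199a-3p and miR-3604, which share their reads, lost the call whichever library was left out, miR-199c lost it without CP_7 replicate 2 (-0.61), CP_7 replicate 3 (-0.44) or CP_14 replicate 3 (-0.62), miR-133a without CP_7 replicate 2 (-0.60) or CP_14 replicate 2 (-0.85) and miR-328 without CP_7 replicate 3 (-0.59). From day 0 to day 7, miR-199a-5p lost it without CP_7 replicate 1 (0.37) or CP_7 replicate 2 (0.30). Of the other 2, miR-145 was not called between CC and CP_14 and miR-3120 was not called between CP_7 and CP_0 (log2 fold change -0.32, adjusted p = 0.084 by limma), although miR-3120 was called there without CP_7 replicate 2 (-0.60) and, in the opposite direction, with library size only (0.74).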

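The miRNAs clustered in Figure 2C are 74 whose mean read counts in CP_0, CP_7 and CP_14 are given in Supplementary File S3. For each of the 74, the mean of the reads recovered from the deposited values equalled the number in that file within 0.1%, without any scaling for the reads of a library. On these unscaled means, 41 of the 74 were lowest at day 7, 25 at day 0 and 8 at day 14. The CP_7 libraries had 780380 ± 246462 reads (SD, n = 3), against 3569109 ± 564961 in CP_0 and 3227042 ± 564563 in CP_14. After TMM normalization over these 9 libraries, 28 of the 74 were lowest at day 7, 31 at day 0 and 15 at day 14, and the number highest at day 7 went from 14 to 41. On RPM values, without composition factors, 19 were lowest at day 7. The 28 miRNAs lowest at day 7 after TMM normalization were all among the 41. Leaving out each of the 9 libraries in turn gave 28 each time.

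**Figure D2:**
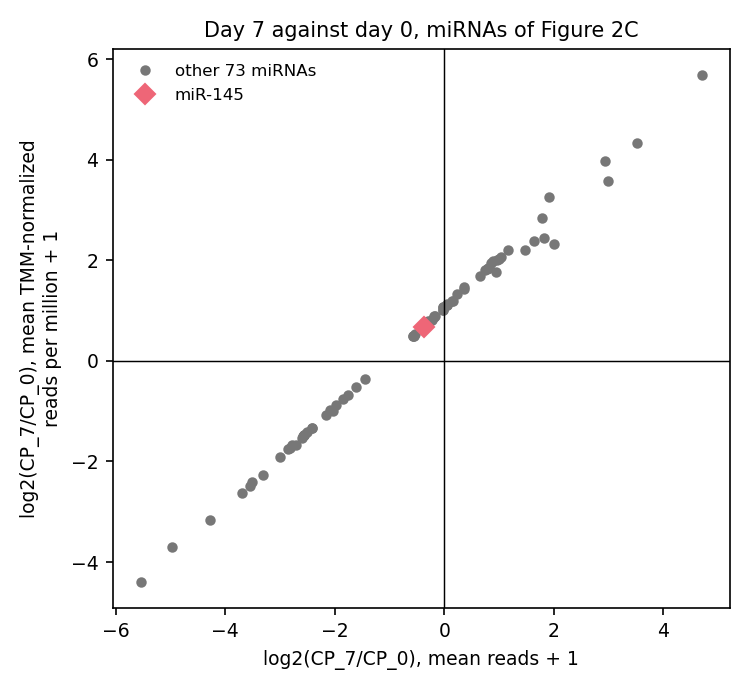
Log2 ratio of day 7 to day 0 for the 74 miRNAs of Figure 2C, from mean reads (x axis) and from mean TMM-normalized RPM (y axis), each with 1 added. Each point is a miRNA, miR-145 being the diamond. On mean reads 44 of the 74 lie below 0, and after normalization 28 do.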

Hierarchical clustering analysis was performed to display the dynamic profiles of 74 differentially expressed miRNAs in Figure 2C. Based on our previous miRNA sequencing results on 10 different tissues of sika deer, we identified 12 candidate miRNAs related to antler growth (Figure 2D). Among them, miR-145 was well-known for regulating the proliferation and differentiation of chondrocytes. We further identified the dynamic expression of miR-145 by qRT-PCR (Figure 2E). This expression trend was consistent with miRNA sequencing. Therefore, we speculated that miR-145 might play a crucial role in the chondrogenic differentiation of RMCs.

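In the sequencing libraries miR-145 had 1986 ± 500 reads (SD, n = 3) in CP_0, 1530 ± 701 in CP_7, 1989 ± 627 in CP_14 and 4282 ± 448 in CC. As deposited, in RPM, it stood at 551.1 ± 54.6 in CP_0, 1893 ± 369 in CP_7, 606.9 ± 81.0 in CP_14 and 428.6 ± 34.4 in CC. The TMM-normalized values over the 12 libraries were 630.9 ± 88.1, 1006 ± 282, 614.8 ± 116.3 and 716.3 ± 109.9 in the same order. Thus the mean was lowest at day 7 in reads and highest at day 7 on both scales that account for depth. The log2 fold change of CP_7 against CP_0 was 0.69 (standard error 0.21, adjusted p = 0.023 by limma) and that of CP_14 against CP_7 was -0.76 (standard error 0.22, adjusted p = 0.023 by limma). Chondrocytes differed from CP_14 by 0.22 (standard error 0.13, adjusted p = 0.16 by limma), which is within the spread between libraries but was called without CP_14 replicate 3 (0.35), and it was -0.50 with library size only and 1.14 with no normalization, both called. Both changes involving day 7 rest on few libraries. The first was no longer called without CP_7 replicate 2 (0.32), CP_7 replicate 1 (0.40), CP_0 replicate 1 (0.59) or CP_0 replicate 3 (0.66), with adjusted p between 0.0023 and 0.38 by limma over the 6 libraries left out. The second was no longer called without CP_7 replicate 2 (-0.50), CP_7 replicate 1 (-0.63), CP_14 replicate 1 (-0.66) or CP_14 replicate 2 (-0.71), with adjusted p between 0.0029 and 0.12. With no normalization the first was -0.46 and the second 0.45, the opposite direction in both cases and neither of them called. With upper-quartile factors they were 0.34 and -0.62, also uncalled. With library size only, the first was 1.76 (adjusted p = 4.9e-05 by limma) and the second -1.63, both in the direction found with TMM. Relative to the other miRNAs, the change of miR-145 from day 0 to day 7 lay above that of 64.1% of the 245 other miRNAs tested. The paper describes miR-145 as well known for regulating chondrocytes, and from its trend in the qRT-PCR and the sequencing it proposes, as a speculation, that miR-145 might have a crucial role when RMCs differentiate into chondrocytes. In Figure 2E the qRT-PCR value is lower at day 7 than at day 0 and higher again at day 14. Mean reads moved in that direction here, while the fold changes found with TMM are opposite to it. The paper's own listed fold changes of miR-145 have the directions found with TMM.

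**Figure D3:**
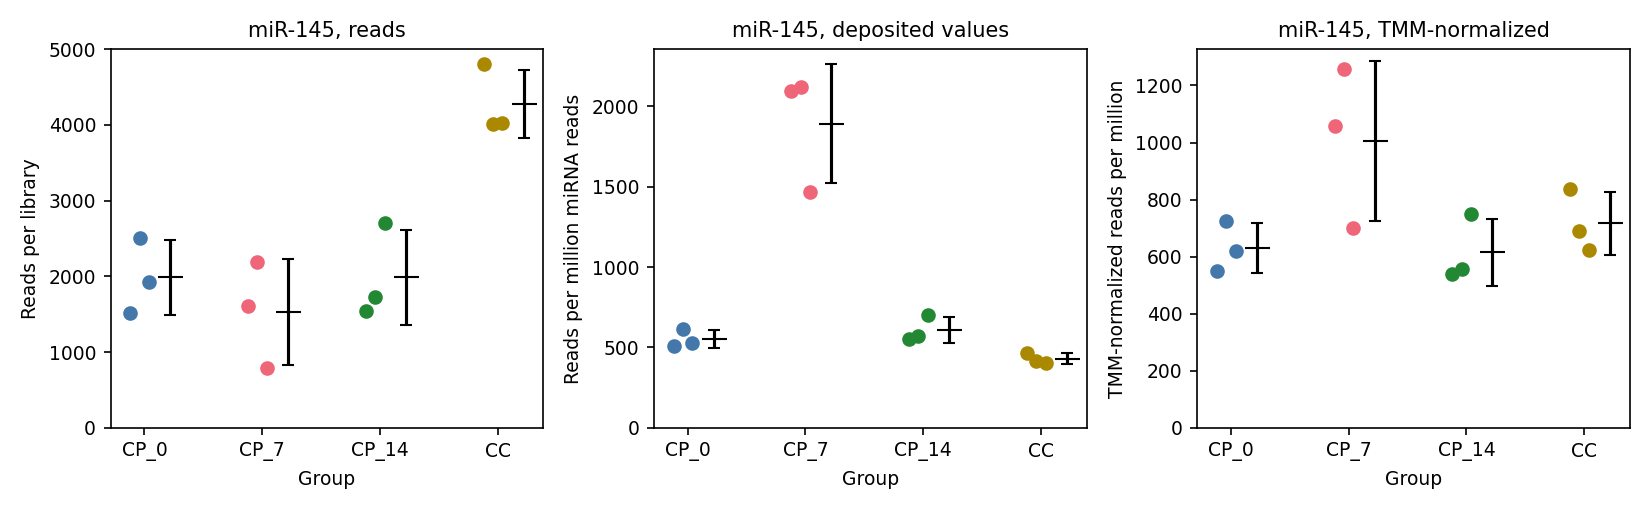
miR-145 in each library of CP_0, CP_7, CP_14 and CC as reads (left), as deposited in RPM (middle) and after TMM normalization over the 12 libraries (right). Points are libraries, and the dash with its bar is the mean ± SD of 3 libraries. The CP_7 mean is the lowest of the 4 groups in reads and the highest in the other panels.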

**Figure 2:**
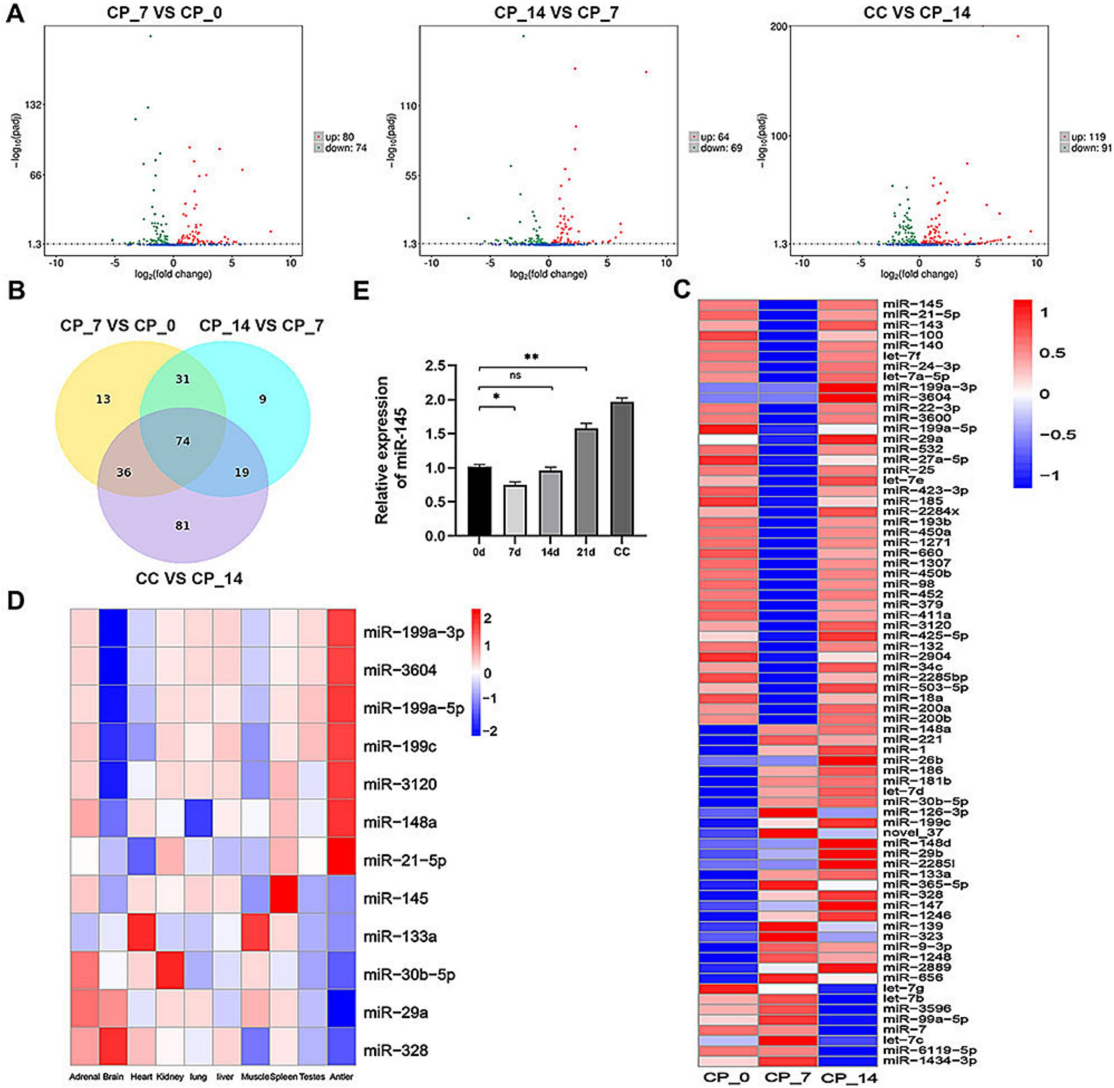
miR-145 was assumed as a putative miRNA that might participate in the chondrogenic differentiation of RMCs. **(A)** Volcano map of differentially expressed miRNAs in the pairwise comparisons. **(B)** Venn diagram of differentially expressed miRNAs in the pairwise comparisons. **(C)** Clustering heatmap of 74 differentially co-expressed miRNAs. **(D)** Clustering heatmap of 12 candidate miRNAs related to antler growth. **(E)** Analysis of miR-145 expression after chondrogenic differentiation of RMCs by qRT-PCR. CP_0: RMCs induced chondrogenic differentiation for 0 days; CP_7: RMCs induced chondrogenic differentiation for 7 days; CP_14: RMCs induced chondrogenic differentiation for 14 days; CC: chondrocytes.

### Low expression of miR-145 promoted chondrocyte differentiation of RMCs

Lentivirus was selected for RMC transfection to increase or reduce miR-145 expression. Chondrogenic differentiation was induced in RMCs with different treatments by pellet culture for 14 days. It was confirmed that miR-145 mimic group showed a significant increase in miR-145 expression, while miR-145 inhibitor group showed a significant decrease in miR-145 expression by qRT-PCR (Figure 3A). Histological analysis of pellets displayed that the staining of glycosaminoglycan in miR-145 inhibitor group using Alcian blue was stronger than control group, while the results of the miR-145 mimic group were opposite (Figures 3B,C). The expression of chondrogenic and hypertrophic markers in RMC after different treatments was detected through qRT-PCR, IF, and WB. The results consistently showed that the expression of COL II and COMP decreased in the miR-145 mimic group, while the expression of COL X increased. On the contrary, the expression of COL II and COMP increased in the miR-145 inhibitor group, while the expression of COL X decreased (Figures 3D–L). Thus, it can be concluded that knockdown of miR-145 may effectively promote the chondrocyte differentiation of RMCs, while overexpression of miR-145 may promote hypertrophic differentiation after chondrogenic induction in culture.

**Figure 3:**
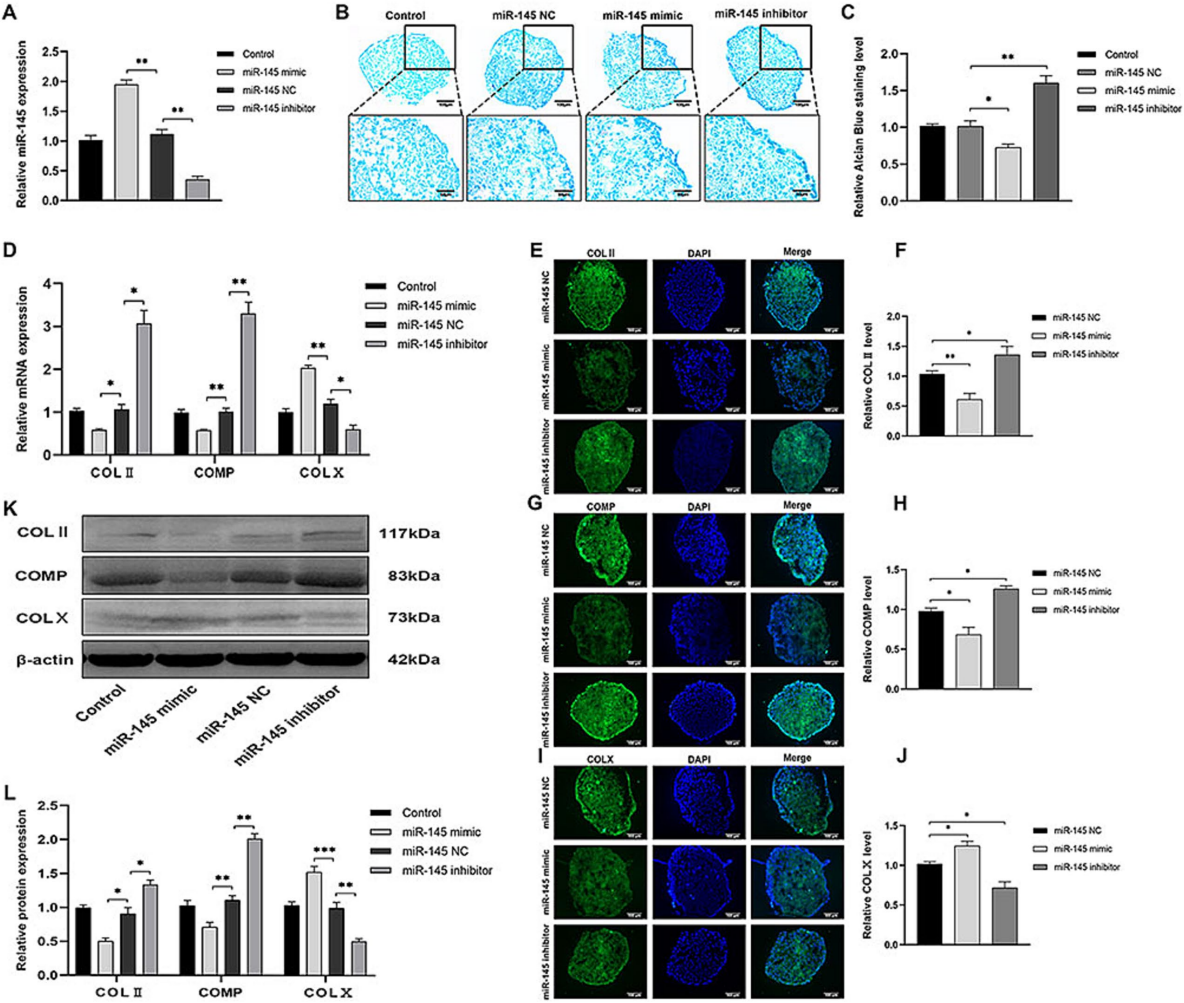
miR-145 inhibited chondrocyte differentiation of RMCs. **(A)** The relative expression of miR-145 in RMCs with different treatments was evaluated by qRT-PCR. **(B)** Alisin blue staining of RMCs with different treatments. **(C)** Quantitative analysis of Alcian blue staining. **(D)** The expression of chondrogenic genes of RMCs with different treatments was analyzed using qRT-PCR. **(E)** IF of COL II of the RMCs with different treatments. **(F)** Quantitative analysis of IF of COL II. **(G)** IF of COMP of the RMCs with different treatments. **(H)** Quantitative analysis of IF of COMP. **(I)** IF of COL X of the RMCs with different treatments. **(J)** Quantitative analysis of IF of COL X. **(K)** The expression of chondrogenic proteins of RMCs with different treatments was analyzed using WB; **(L)** Quantitative analysis of WB.

### SOX9 was a target gene of miR-145

Using miRmap, TargetScan, and miRanda databases to identify putative target genes of miR-145, we obtained 2,615 intersecting target genes (Figure 4A). Then, the intersected target genes were compared with the differentially expressed genes in the CP_7 vs. CP_0, CP_14 vs. CP_7, CP_14 vs. CP_0, CC vs. CP_7, and CC vs. CP_14 groups, and 128 intersected candidate target genes were further identified (Figure 4B). Among them, 43 intersecting candidate target genes showed a significant negative correlation with the expression of miR-145 during chondrogenic differentiation of RMCs (Figure 4C). According to previous reports, SOX9 and KDM6A were closely related to chondrogenesis, and SOX9 was particularly important as a switch for MSCs to induce chondrogenic differentiation (25, 26). Therefore, we further validated the expression of SOX9 during chondrogenic differentiation of RMCs, and qRT-PCR results showed that the expression trend of SOX9 was opposite to that of miR-145 (Figures 4D,E). Moreover, using dual-luciferase reporting system, we found that miR-145 mimic could significantly reduce the luciferase activity of the tested SOX9 3′UTR reporter (Figure 4F). These data demonstrated that miR-145 can directly target 3′UTR of SOX9. The empty vector or recombinant lentivirus containing the entire coding sequence of miR-145 or miR-145 inhibitor was transfected into RMCs. Then, the SOX9 expression was measured after inducing chondrogenic differentiation of RMCs for 14 days using qRT-PCR, IFA, and WB. The results consistently showed that overexpression of miR-145 inhibited the expression of SOX9, while knockdown of miR-145 promoted the expression of SOX9 (Figures 4G–K). Therefore, it was speculated that miR-145 regulates the chondrogenic differentiation process in RMCs by targeting SOX9.

**Figure 4:**
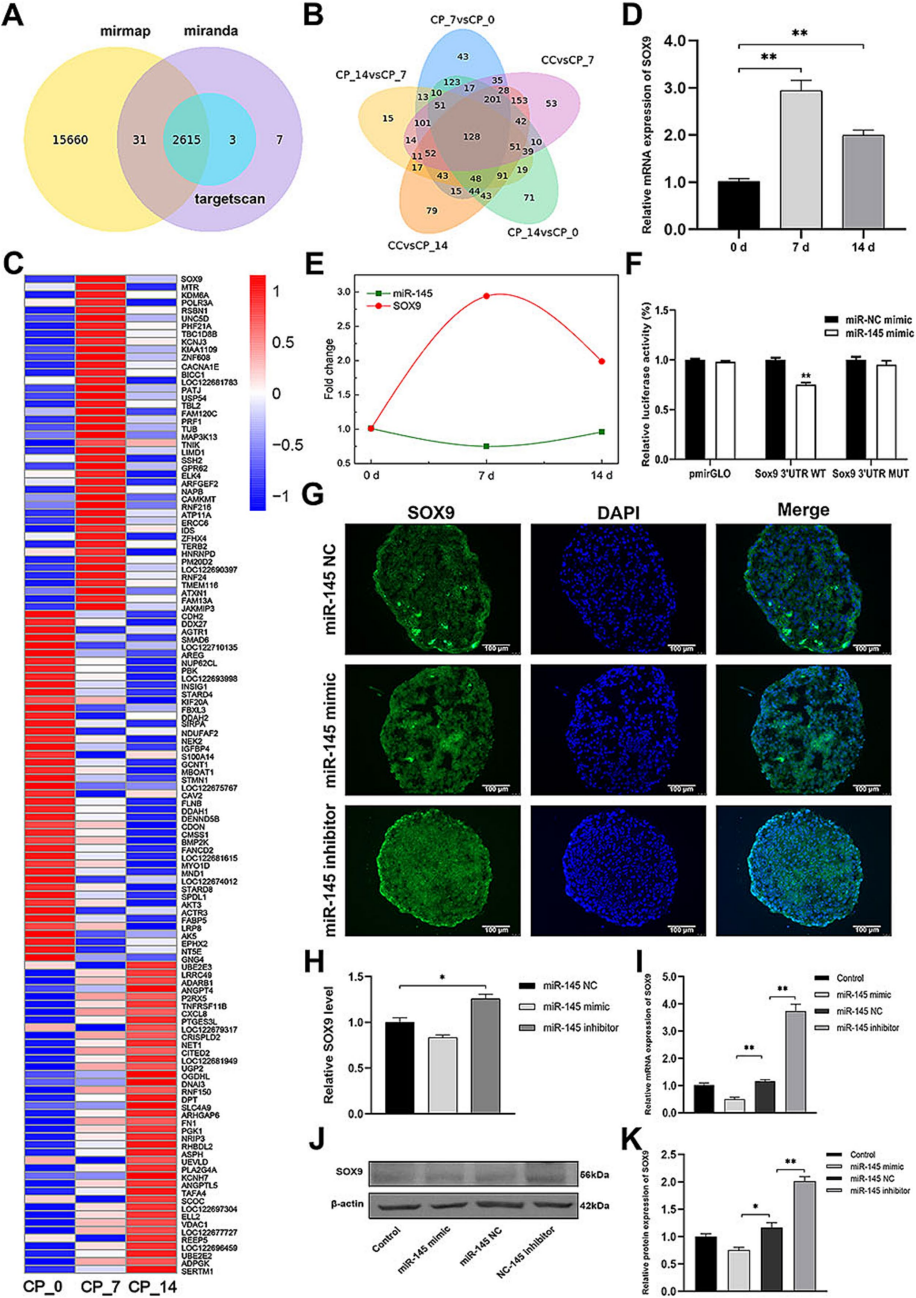
miR-145 targeted and suppressed SOX9 expression. **(A)** The target genes of miR-145 were predicted by online websites. **(B)** Venn diagram of differentially expressed target genes of miR-145 in the pairwise comparisons. **(C)** Clustering heatmap of 128 differentially co-expressed target genes of miR-145. **(D)** qRT-PCR analysis of SOX9 expression during RMC chondrogenic differentiation. **(E)** The expression trend of miR-145 and SOX9 was negatively correlated. **(F)** Normalized luciferase activity after co-transfection of miR-NC mimics or miR-145 mimics together with SOX9 3’UTR-WT or SOX9 3’UTR-MUT. **(G)** The expression of SOX9 of RMCs with different treatments was analyzed using IF. **(H)** Quantitative analysis of IF. **(I)** The expression of SOX9 of RMCs with different treatments was analyzed using qRT-PCR. **(J)** The expression of SOX9 of RMCs with different treatments was analyzed using WB. **(K)** Quantitative analysis of WB.

### miR-145-targeted SOX9 to inhibit chondrogenic differentiation of RMCs

To verify whether miR-145 regulated the chondrogenic differentiation of RMCs through SOX9, the empty vector or recombinant lentivirus containing the entire coding sequence of miR-145, miR-145 inhibitor, SOX9, and SOX9 shRNA was transfected into RMCs. The results of Alcian blue staining demonstrated the following: miR-145 knockdown or SOX9 overexpressing increased the staining intensity; miR-145 overexpressing or SOX9 knockdown decreased the staining intensity; SOX9 knockdown reversed the promotion effect of the low expression of miR-145 on glycosaminoglycan deposition; SOX9 overexpressing rescued the inhibitory effect of miR-145 overexpression on glycosaminoglycan deposition (Figures 5A,B). Furthermore, the results of qRT-PCR, IF, and WB highlighted that the overexpression of miR-145 knockdown or SOX9 promoted the expression of COL II, COMP, and SOX9, while such overexpression inhibited the expression of COL X. On the contrary, miR-145 overexpression or SOX9 knockdown inhibited the expression of COL II, COMP, and SOX9 but promoted the expression of COL X. SOX9 knockdown reversed the promoting effect of miR-145 low expression on the chondrogenesis of RMCs, and SOX9 overexpression rescued the inhibitory effect of miR-145 overexpression on the chondrogenesis of RMCs (Figures 5C–E, 6A–H). Overall, miR-145 targeted SOX9 to inhibit the chondrogenic differentiation process in RMCs.

**Figure 5:**
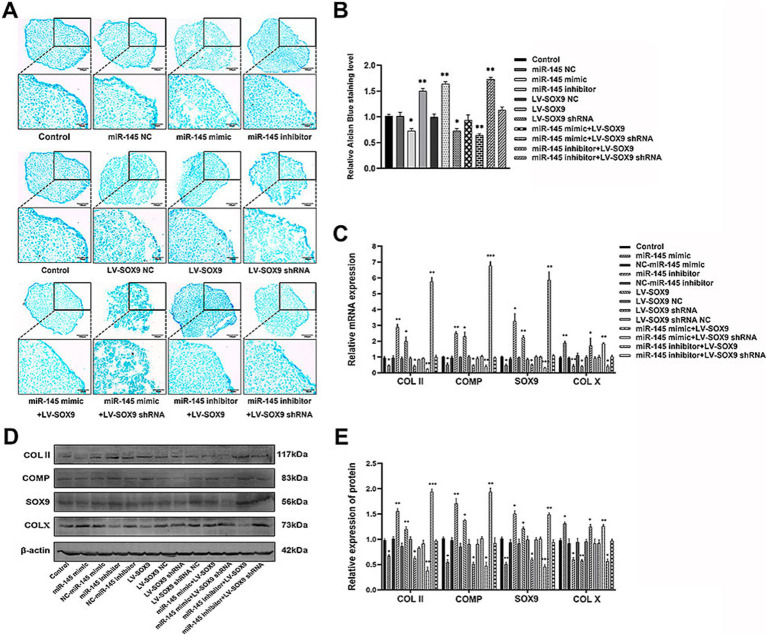
MiR-145-targeted SOX9 to inhibit chondrogenic differentiation of RMCs. **(A)** Alisin blue staining of RMCs with different treatments. **(B)** Quantitative analysis of Alcian blue staining. **(C)** The expression of chondrogenic genes of RMCs with different treatments was analyzed using qRT-PCR. **(D)** The expression of chondrogenic proteins of RMCs with different treatments were analyzed using WB. **(E)** Quantitative analysis of WB.

**Figure 6:**
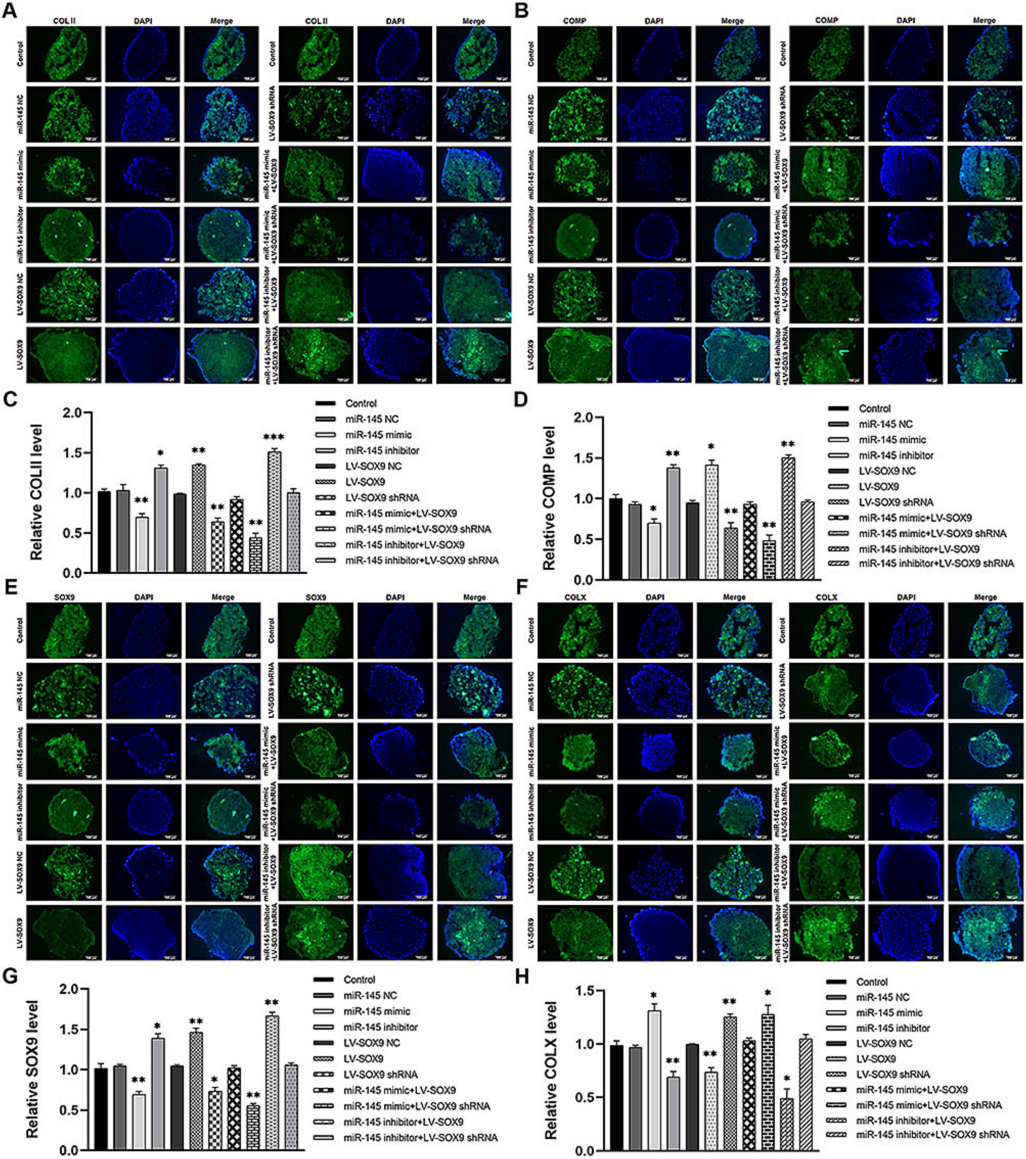
The expression of chondrogenic and hypertrophic markers in RMCs transfected with different lentiviruses were identified using IF. **(A)** IF of COL II of the RMCs with different treatments. **(B)** Quantitative analysis of IF of COL II. **(C)** IF of COMP of the RMCs with different treatments. **(D)** Quantitative analysis of IF of COMP. **(E)** IF of SOX9 of the RMCs with different treatments. **(F)** Quantitative analysis of IF of SOX9. **(G)** IF of COL X of the RMCs with different treatments. **(H)** Quantitative analysis of IF of COL X.

### Low expression of miR-145 in RMCs enhanced the repair efficacy of cartilage injury

The role of miR-145 in regulating cartilage repair by RMCs on rats with full-thickness cartilage defect was evaluated. The *in vivo* models were injected with RMCs treated with miR-145 mimic, miR-145 inhibitor, and miR-NC. At the macroscopic level, 8 weeks after operation, grip strength testing shown that RMC treatment could significantly improve the hind limb grip level of rats (Supplementary Figure S1). The defect of miR-145 inhibitor group was filled with newly formed tissue, appearing smooth on the surface. The defects of RMCs group and miR-NC group were also filled with the newly formed tissue but with clear boundaries from the surrounding tissue. The defects of miR-145 mimic group and PBS group were only partially filled (Figure 7A). The ICRS scores showed that the miR-145 inhibitor group had the highest score, followed by the RMCs group and miR-NC group, while the miR-145 mimic group and PBS group had the lowest scores (Figure 7B). At the histological level, HE staining and Safranin-O-Fast green staining results revealed that the top layer cartilage of the miR-145 inhibitor group was perfectly integrated with the adjacent cartilage, and well-differentiated chondrocytes were surrounded by abundant matrix proteoglycan. In contrast, the cartilage in the miR-145 mimic group exhibited poor integration with the adjacent cartilage, characterized by a reduction in chondrocyte clusters and a loss of matrix proteoglycans (Figures 7C,E). According to the histological assessment by Pineda and Wakitani, the miR-145 inhibitor group had the lowest score, followed by the RMC group and miR-NC group, while the miR-145 mimic group and PBS group had the highest scores (Figures 7D,F). At the molecular level, the qRT-PCR results confirmed a significant change in the miR-145 expression after treatment with miR-145-modified RMCs (Supplementary Figure S2). The immunohistochemical results demonstrated that the expression of fibrous chondrocyte markers COL I and COL X was strong in the miR-145 mimic group, while the expression of SOX9 and COL II was lower (Figure 8). On the contrary, the expression of COL I and COL X was downregulated in the miR-NC and miR-145 inhibitor groups, while the expression of SOX9 and COL II was upregulated (Figure 8). This indicated that miR-145 tended to promote hypertrophy differentiation and endochondral bone formation of RMC-derived chondrocytes *in vivo*. In summary, the histological staining results were consistent with the protein expression of SOX9, COL II, COL X, and COL I. These data suggested that a low expression of miR-145 effectively enhanced the repair efficacy of the RMCs and reduced their hypertrophic differentiation in the cartilage defect model.

**Figure 7:**
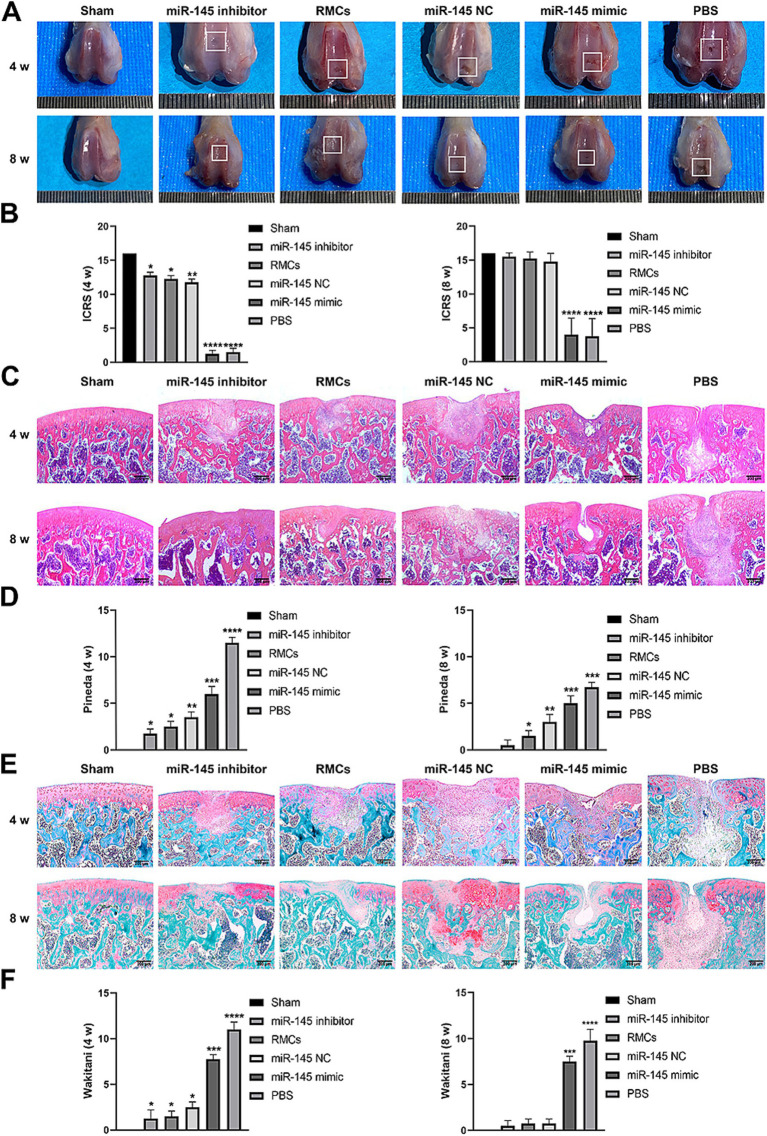
Low expression of miR-145 enhanced the repair efficacy of the RMCs and reduced their hypertrophic differentiation in the rat cartilage injury model. **(A)** Femoral was evaluated by Gross appearance. **(B)** Macroscopic ICRS scores of the femur. **(C)** Femoral section was evaluated using HE staining. **(D)** Pineda scoring of the HE staining. **(E)** Femoral section was evaluated using Safranin-O-Fast green staining. **(F)** Wakitani scoring of the Safranin-O-Fast green staining.

**Figure 8:**
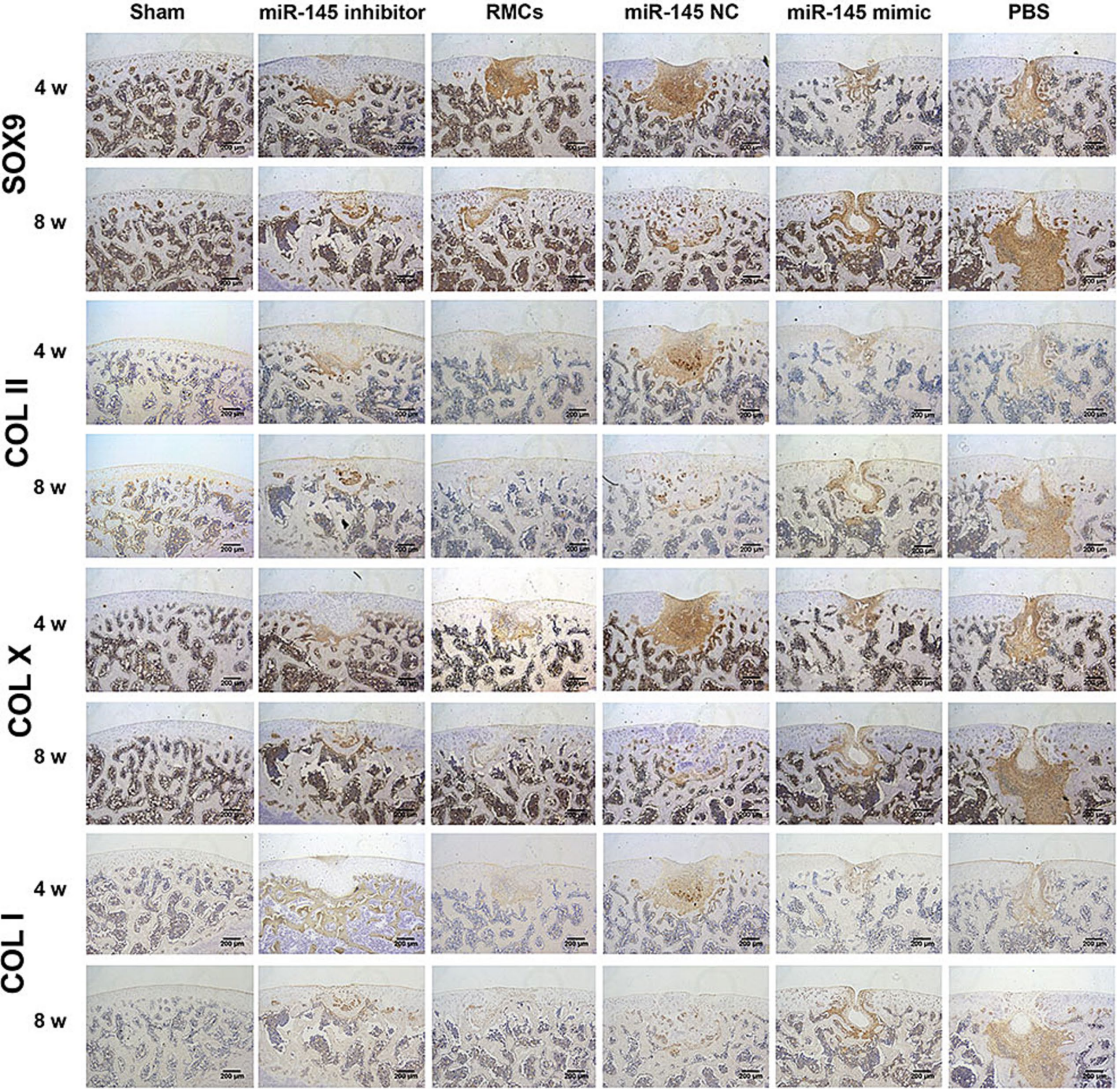
Immunohistochemical staining of SOX9, COL II, COL X, and COL I in femoral sections to evaluate repair efficacy.

## Discussion

This was the first study on the treatment of cartilage defects using miRNA-modified RMCs. We analyzed the expression profile of miRNAs and the biological function of miR-145 during the chondrogenic differentiation of RMCs. We obtained the following results: (1) miR-145 was significantly differentially expressed during the chondrogenic differentiation of RMCs; (2) Knockdown of miR-145 contributed to the phenotype of RMC-derived chondrocytes; (3) miR-145 targets SOX9 to inhibit the phenotype of RMC-derived chondrocytes; (4) RMCs with low expression of miR-145 could differentiate into non-hypertrophic chondrocytes, thereby improving the effectiveness of cartilage repair *in vivo* (Figure 9). 

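For the sequencing part of result (1), the changes of miR-145 from day 0 to day 7 and from day 7 to day 14 both passed the threshold of the limma test. The values of miR-145 overlapped between the groups in every comparison after TMM normalization. The exact two-sided permutation test on its log2 values gave p = 0.2 for CP_7 against CP_0 and for CP_14 against CP_7, and p = 0.9 for CP_14 against CP_0, where 0.1 is the smallest p that 3 libraries against 3 allow. The net log2 fold change over 14 days was -0.026 (standard error 0.15, adjusted p = 0.91 by limma). It changed sign but stayed uncalled when CP_0 replicate 2 (0.084) or CP_14 replicate 1 (0.030) was left out.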

Our study provided theoretical support for exploring the mechanism of the regulation of RMCs chondrogenic differentiation by miRNAs, as well as new pathways for the treatment of cartilage lesions by RMC implantation.

**Figure 9:**
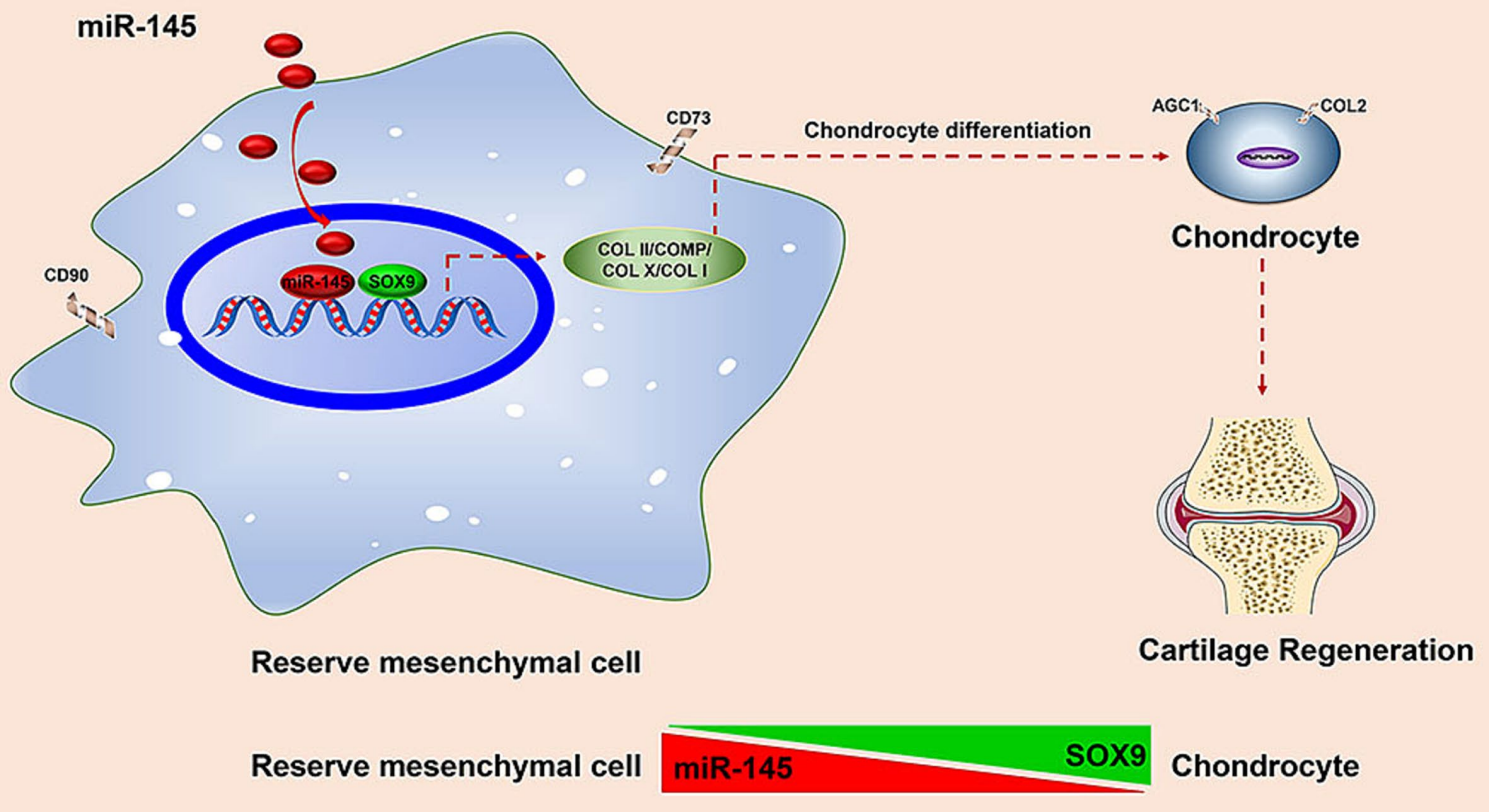
Schematic to illustrate that deer antler reserve mesenchyme cells modified with miR-145 promotes chondrogenesis in cartilage regeneration by targeting SOX9.

Cartilage tissue is mainly composed of proteoglycans and extracellular collagens, with lower cell types and vascular components. Therefore, the healing ability of damaged cartilage is very limited (27). The current methods for treating cartilage defects include pharmacological intervention, surgical intervention, and chondrocyte implantation (28). However, these treatment methods have drawbacks, such as small repair area, fibrocartilage formation, and even cartilage degeneration (29). Recent studies have found that MSC implantation is a promising treatment strategy for promoting cartilage regeneration. Due to the potential for cartilage differentiation, MSCs are very suitable for the treatment of cartilage regeneration (30). Bone marrow mesenchymal cells (BMSCs) are considered the best source of cells for repairing cartilage defects (30). However, the self-renewal ability of BMSCs is limited, characterized by a decrease in their proliferation and differentiation abilities as the donor age increases (31). In addition, BMSCs have a limited lifespan and cannot retain their ability to proliferate and differentiate into cartilage for a long time *in vitro* (32). They may even differentiate into carcinoma-associated fibroblasts (6). In these aspects, RMCs have become the most ideal MSC resources due to their unparalleled proliferative potential, directional differentiation into cartilage lineages, and ability to prevent carcinogenesis (8, 22, 33). However, the regulatory mechanism by which RMCs differentiate into cartilage has not been thoroughly elucidated.

There was growing evidence that miRNAs are crucial in maintaining self-renewal and differentiation in MSCs. Manipulating the expression of specific miRNAs could alter the characteristics of MSCs (32). However, few have explored whether miRNAs are involved in RMC-induced formation and differentiation of cartilage. Therefore, we compared and analyzed the expression profiles of miRNAs during the chondrogenic differentiation of RMCs. Our focus was on finding the characteristics miRNAs that could define the phenotype of different chondrocytes. Ultimately, miR-145 was chosen as a candidate. It was well known that miR-145 had played a regulatory role in the phenotype transition of vascular smooth muscle cells, tumor development, and self-renewal of embryonic stem cells (34–37). However, there were very limited reports on the role of miR-145 in cartilage formation, and even some opposite conclusions have been proposed. On the one hand, it was pointed out that miR-145 inhibited the chondrogenic differentiation of MSCs and caused the degradation of extracellular matrix (ECM) in cartilage tissue. Wu et al. reported that miR-145-5p targeted TLR4 to inhibit chondrogenic differentiation of synovium MSCs (38). Martinez et al. reported that miRNA-145 negatively regulated the function of chondrocytes by targeting SOX9 (39). miR-145 regulates MMP13 upregulation by targeting DUSP6, leading to ECM damage (40). Yang et al. found that miR-145 contributed to impaired ECM in OA cartilage by targeting Smad3 (41). On the other hand, it was supposed that miR-145 could reduce OA-induced chondrocyte death. Wang et al. demonstrated that miR-145 can reduce OA-induced chondrocyte apoptosis by targeting BNIP3 and regulating the Notch signaling pathway (42). Ke et al. reported that miR-145 protected chondrocytes by regulating the miR–FRS2–autophagy axis (43). But so far, no studies have been conducted on the role of miR-145 in RMCs. In the present study, the knockdown of miR-145 in RMCs may effectively promote the chondrocyte differentiation of RMCs, while overexpression of miR-145 may promote hypertrophic differentiation after chondrogenic induction in culture. However, we still need to further explore the regulatory network of miR-145 on chondrogenic differentiation of RMCs.

miR-145 has many target genes, including SOX9, ACAN, FOXO1, and RUNX3 (44). Verbus et al. reported that miR-145 had a corresponding action site in the 3’UTR of the SOX9 gene during chondrogenic differentiation in human MSCs, inhibiting its expression (45). In our study, based on target prediction, qRT-PCR, and dual-luciferase reporter assay, we analyzed the targeted regulatory relationship between SOX9 and miR-145. At mRNA and protein levels, overexpression of miR-145 inhibited the expression of SOX9, while knockdown of miR-145 promoted the expression of SOX9. Therefore, we speculate that SOX9 was a targeted gene of miR-145 in chondrogenic differentiation of RMCs. SOX9 was a transcription factor that triggered the determinative switch to chondrocyte differentiation in MSCs (46). SOX9 was very active during the prechondrocytic mesenchymal condensation stage and maintains high levels of expression in fully differentiated chondrocytes (46). In the rat cartilage injury model, inhibiting the expression of SOX9 greatly inhibited the chondrogenic differentiation ability of BMSCs. Interference with SOX9 expression *in vivo* led to the obstruction of cartilage regeneration (47). In the rabbit cartilage injury model, after overexpression of SOX9, the cartilage marker protein COL2 began to express on the third day of transfection and reached its peak on the 14th day. The results indicated that SOX9 promoted chondrogenic differentiation of BMSCs (48). Zhang et al. found that overexpression of SOX9 could adjust the ratio of COL2 and COL1 in cartilage injury sites, which was similar to the proportion of normal cartilage (49). The above study suggested that SOX9, as a switch for chondrocyte phenotype, could promote the chondrogenic differentiation of MSCs. In our study, SOX9 overexpressing promoted chondrogenic differentiation of RMCs and inhibited the process of hypertrophy. On the contrary, SOX9 knockdown inhibited the chondrogenic differentiation of RMCs. SOX9 knockdown reversed the promoting effect of miR-145 low expression on chondrogenesis of RMCs, and SOX9 overexpression rescued the inhibitory effect of miR-145 overexpressing on chondrogenesis of RMCs. In summary, SOX9 was necessary for the initiation of chondrogenic differentiation of RMCs, and miR-145 targeted SOX9 to inhibit the chondrogenic differentiation process of RMCs.

In addition, this study successfully promoted the repair of cartilage damage by inhibiting miR-145 expression using lentivirus. Previous studies have reported that modifying MSCs with miRNAs is a new approach to enhance the ability of these cells. Lv et al. reported that BMSCs overexpressed with miR-27b can effectively treat OA rats (50). Therefore, miRNA-modified RMCs formed a potentially effective strategy for treating cartilage defects. This study elucidated the regulation mechanism of chondrogenic differentiation of RMCs by miR-145, while also contributing to the efficient repair of cartilage defects by RMC implantation. There are still some limitations to this study. We only focused on miR-145, which cannot regulate the complex process of cartilage defects alone. We also observed other differentially expressed miRNAs, such as miR-140, miR-21, and miR-199a-3p. In addition, miR-145 had many target genes for chondrogenic differentiation of RMCs, such as MTR and KDM6A. Therefore, future studies should focus on identifying common signaling pathways or transcription factors that regulate the expression of miRNAs cluster networks, ensuring a more comprehensive exploration of the important role of RMCs in chondrogenesis. However, due to the injection of cells into the joint, it was not yet clear how many cells were engrafted into the defect. It was recommended to directly implant the cells into the defect. 

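MiR-140 fell by 1.03 on the log2 scale from day 0 to day 7 (standard error 0.077, adjusted p = 2.6e-05 by limma), rose by 0.87 from day 7 to day 14 (standard error 0.070, adjusted p = 6.2e-05) and was higher in CC than in CP_14 by 0.78 (standard error 0.053, adjusted p = 1.2e-06). Its TMM-normalized values were 10756 ± 417 (SD, n = 3) in CP_0, 5100 ± 312 in CP_7, 9818 ± 199 in CP_14 and 17000 ± 725 in CC, whereas with library size only its log2 fold changes in the same order of comparisons were 0.047, 0.0021 and 0.069, none of them called. MiR-21 is listed by arm. Its 5p arm changed by -2.45 at day 7 (standard error 0.13, adjusted p = 4.5e-06 by limma), by 1.92 from day 7 to day 14 (standard error 0.15, adjusted p = 6.2e-05) and by 1.36 in CC against CP_14 (standard error 0.13, adjusted p = 8.3e-06). The 3p arm, with 19.2 ± 2.9 RPM in CP_0 and 21.4 ± 7.3 in CP_7, passed the threshold at day 7 at -0.92 (adjusted p = 0.047 by limma), lost it without CP_0 replicate 1 (-0.86), replicate 2 (-0.98) or replicate 3 (-0.93), changed its sign with library size only (0.099) and was not called from day 7 to day 14 (adjusted p = 0.22). In CC against CP_14 the 3p arm was higher by 0.88 (standard error 0.19, adjusted p = 0.0025 by limma), was called with each library left out (0.76 to 1.06) and was not called with library size only (0.20). MiR-199a-3p rose by 1.11 at day 7 (standard error 0.081, adjusted p = 2.3e-05 by limma) and was lower in CC than in CP_14 (log2 fold change -1.15, standard error 0.064, adjusted p = 4.0e-07). With no normalization its change at day 7 was -0.045 and that of CC against CP_14 was -0.22, neither of them called. Its smaller fall from day 7 to day 14 (-0.25, adjusted p = 0.018 by limma) lost significance whichever of the 6 libraries was left out (-0.26 to -0.12) and was 0.97 with no normalization. The reads of miR-199a-3p were within 1% of those of miR-3604 in every library, so the authors' counting does not separate these names.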

In future research, we will extend the time for RMCs to induce chondrogenic differentiation *in vitro* and cartilage repair *in vivo* to ensure their viability and stability in future applications. To avoid the immune rejection effect of xenograft RMCs, researchers can use the RMC-derived extracellular vesicles, including exosomes and microvesicles, to treat cartilage defects in the future. This will provide new resources for the clinical application of cell-free therapy.

## Conclusion

miR-145 contributed to the balance between endochondral versus chondral differentiation in RMCs by targeting SOX9. This was a preliminary exploration of the mechanism of chondrogenesis and hypertrophy differentiation of RMCs. It has also helped to develop novel approaches that allow for manipulating the differentiation outcome of RMCs for the treatment of cartilage defect.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE277770.

How the deposited data were processed for this re-analysis (not part of the article)

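Small RNA was sequenced from 12 libraries of sika deer antler cells, 3 each of RMCs at day 0, day 7 and day 14 of chondrogenic induction (CP_0, CP_7, CP_14) and of chondrocytes (CC). The authors deposited, for each library, RPM values of the listed miRNAs under the header TPM. Each value is the number of reads on a miRNA per 1000000 reads on all listed miRNAs, without division by length and without a composition factor. Libraries were made with a NEBNext small RNA kit, and the trimming, aligner, counter and miRNA database version are not given in the sources used here. Cattle names (bta-) are used for deer reads.

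The reads behind the RPM values were recovered by dividing each value by the value of 1 read in its library. The largest distance of a recovered value from a whole read was 0.000574. The depth per library ran from 539455 reads (CP_7) to 10256572 (CC), so that 1 read was worth 1.85 RPM in the former and 0.097 in the latter, and a miRNA with 0 reads may be present at up to 5.56 and 0.29 RPM (3 reads). These limits cover counting error only, and reads without molecular identifiers are not independent molecules. The chi-square statistic of each pair of libraries of a group, over miRNAs with at least 10 reads in the pair, was at least 4.92 per degree of freedom, so no library was counted as a copy of another. That smallest value was for CP_14 replicates 1 and 2, and the next smallest was 25.6, for CP_7 replicates 1 and 2. CP_14 replicate 3 differed from the other CP_14 libraries by 252 and 213. Whether CP_14 replicates 1 and 2 came from separate cultures cannot be told from this statistic. The tests count them as independent.

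The design, the rule for named miRNAs and the first set of alternatives below were fixed before the data were examined, in the sense that the deposited values had not been seen, but Supplementary Files S1, S3 and S4, which give values of the same libraries, had been. That design assumed deposited counts and named edgeR's quasi-likelihood test. Since the values are RPM, the main test was limma with an intensity trend on log2(TMM-normalized RPM + 1), two-sided, with Benjamini-Hochberg adjustment over the miRNAs tested and an adjusted p threshold of 0.05, fitted separately for each pair of groups as in Supplementary File S1. The filter on low counts was edgeR's filterByExpr with its defaults (minimum count 10, minimum total 15). R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. The paper's methods text gives p below 0.05 with a fold change of 2 as its rule, which was kept as an alternative, because the miRNAs listed in Supplementary File S1 include changes below 2-fold and the largest adjusted p the paper lists for CP_7 against CP_0 is 0.0486. The comparisons were CP_7 against CP_0, CP_14 against CP_7, CC against CP_14 and CP_14 against CP_0. Overlaps between comparisons were set beside 100 simulated sets of unchanged groups that share the same libraries. All libraries of these sets were drawn with the same expected composition, so they do not cover errors of scaling.

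The procedure was tested on simulated data with 200 miRNAs changed 4-fold, as many up as down. The most abundant miRNAs were never among those changed. A change in the share of miR-21-5p like that seen here was therefore not simulated, and the rates below do not cover it. Of the changed miRNAs that passed the filter, limma recovered 88.2% of 85 for CP_7 against CP_0 (250 tested), 96.2% of 104 for CP_14 against CP_7 (253 tested), 98.3% of 115 for CC against CP_14 (283 tested) and 95.4% of 87 for CP_14 against CP_0 (253 tested), with false calls of 2.60%, 4.76%, 1.74% and 4.60% in the same order.

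The miRNAs named in the text follow this rule: those the paper's text names for these libraries (miR-145, miR-140, both arms of miR-21, miR-199a-3p), the 12 candidates of Figure 2D, miR-143, the 3 largest rises and 3 largest falls of each of the study's 3 comparisons among called miRNAs with a mean of 50 reads or more in a group and no overlap between groups, and the 5 most abundant miRNAs. Other miRNAs named were chosen after their values were seen. The first set of alternatives was RLE and upper-quartile factors, library size only, no normalization, DESeq2, no filter, all 12 libraries in one fit, the replicate number as a block, names that share reads collapsed (10 pairs within 1%), thresholds with at least 2-fold, other detection rules and leaving out each library. The edgeR test on recovered reads, pseudocounts of 0.5 and 5 RPM and leaving out miRNAs with a fixed number of reads were added after seeing the data. qRT-PCR, mRNA, target prediction and tissue data of the paper were not analysed here.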

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

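The tests of depth, of the share of miR-21-5p and of a fixed number of reads were chosen after the result was seen. The paper shows miR-1246 and novel_37 in Figure 2C but its text does not discuss them or novel_342, and all 3 were higher at day 7 than at day 0. The log2 fold change of CP_7 against CP_0 was 5.72 for miR-1246 (adjusted p = 3.4e-06 by limma), 4.02 for novel_37 (adjusted p = 3.4e-06 by limma) and 6.20 for novel_342 (adjusted p = 1.04e-05 by limma), with every CP_7 library above every CP_0 library. In reads, miR-1246 had 14.3 ± 1.5 (SD, n = 3) in CP_0, 397.3 ± 55.9 in CP_7, 1880 ± 56 in CP_14 and 10.7 ± 3.1 in CC. For novel_37 the reads were 148.7 ± 33.6, 1139 ± 442, 261.7 ± 51.8 and 174.7 ± 14.5 in the same order. novel_342 had 0 to 2 reads in CP_0, 58 to 166 in CP_7, 0 to 3 in CP_14 and 0 to 1 in CC, so its fitted fold change depends on the pseudocount. The ratio of its share of the reads in CP_7 to that in CP_0 was 739 (95% exact Poisson interval 203 to 6125, counting error only). It rests on CP_0 replicate 1, which held both CP_0 reads, and has no finite value without that library.

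The depth of the libraries does not account for these rises, since the day 7 libraries are the shallowest and the smallest log2 ratio of unscaled reads among the 3 was still 2.94. A smaller share of miR-21-5p at day 7 by itself raises the other RPM values, but with miR-21-5p left out of the totals the smallest of the 3 log2 fold changes was 4.15. For miR-1246, the same number of reads added to each CP_7 and CP_14 library is argued against by the ratio of its reads in CP_14 to those in CP_7, which was 4.73. A number of reads fixed within each group is not, since its reads varied less than its RPM values (coefficient of variation 14.1% against 35.6% in CP_7 and 2.99% against 16.5% in CP_14), and exchanging the RPM values within CP_7 and within CP_14 gave reads as even as those seen in 1 of 36 arrangements, the observed one. Such a number would coincide with the groups, and it stays open for miR-1246. Whether fragments of other RNAs were counted under these names was not tested, because no sequence or genome was used here. A change with chondrogenic induction, which the design names, stays open.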

How the results depend on the processing

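The edgeR test on recovered reads, the pseudocounts of 0.5 and 5 RPM and the setting without fixed-read miRNAs were chosen after seeing the data. The counts of differentially expressed miRNAs, their union and their overlap stayed within 1.5 times of the values given under every normalization, DESeq2, edgeR, no filter, all 12 libraries in one fit and collapsed names. The direction of the calls did not. The median log2 change of all miRNAs tested between CP_7 and CP_0 was 0.075 with TMM, -0.019 with RLE, -0.24 with upper-quartile factors, 1.12 with library size only and -1.01 with no normalization, and the calls, 88 higher and 69 lower with TMM, split into 65 and 87, 152 and 20, and 22 and 123 under the last 3 of these. For CP_14 against CP_7 they split into 26 higher and 138 lower with library size only (median -0.84) and 149 and 13 with no normalization (1.17), for CC against CP_14 into 40 and 163 (-0.54) and 175 and 37 (0.88), and for CP_14 against CP_0 into 50 and 91 with upper-quartile factors (-0.24) and 76 and 33 with library size only (0.16). With each library left out in turn, 130 to 168, 89 to 137, 183 to 227 and 96 to 138 miRNAs were called in the 4 comparisons, 54 to 75 in all 3 of the study and 15 to 23 at least 2-fold in each, and the calls of CP_7 against CP_0 split into 64 and 83 without CP_7 replicate 1 and 59 and 76 without CP_7 replicate 2, and those of CP_14 against CP_7 into 69 and 48 without CP_7 replicate 2.

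With at least 2-fold added to the adjusted p, 76 miRNAs were called for CP_14 against CP_7, 98 for CC against CP_14, 48 for CP_14 against CP_0 and 20 in all 3 comparisons. At an unadjusted p below 0.05 with at least 2-fold, as in the paper's methods text, the numbers were 80, 98, 57 and 22. The number at least 2-fold different in all 3 comparisons was 39 with library size only, 68 with no normalization and 13 with a pseudocount of 5 RPM. With a minimum of 10 reads in 1 library, 291 miRNAs with a cattle name were detected. These follow from the thresholds and scalings themselves. DESeq2 on the recovered reads called 154, 133 and 210 miRNAs in the study's 3 comparisons, 240 with a cattle name in any and 73 in all 3. The paper's own lists hold the same numbers in each case, with the same split into higher and lower. Whether they hold the same miRNAs was not compared.

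miR-145 kept the direction of its change from day 0 to day 7 under every alternative but one. It was 0.59 with RLE and 0.34 with upper-quartile factors, no longer past the threshold (limma adjusted p 0.052 and 0.19, range over the alternatives other than leaving out a library 4.9e-05 to 0.32), and -0.46 with no normalization. From day 7 to day 14 it was -0.62 with upper-quartile factors, no longer past the threshold (adjusted p 0.051, range 0.00017 to 0.35), and 0.45 with no normalization. CC against CP_14 gave -0.50 with library size only and 1.14 with no normalization, both past the threshold, and CP_14 against CP_0 gave 0.14 with library size only and 0.0063 with edgeR, both uncalled. Under the scalings these moves come with a shift of the median of all miRNAs in the same direction. The depth behind the unscaled reads (log2 ratio of CP_7 to CP_0 1.69 after thinning to equal depth) and the share of miR-21-5p (0.81 with it left out of the totals) were tested, and other causes were not. With each library left out in turn, the log2 fold change lay between 0.32 and 0.84 for CP_7 against CP_0, between -0.93 and -0.50 for CP_14 against CP_7, between 0.12 and 0.35 for CC against CP_14 and between -0.21 and 0.084 for CP_14 against CP_0. The first lost its call without CP_0 replicate 1 (0.59), CP_0 replicate 3 (0.66), CP_7 replicate 1 (0.40) or CP_7 replicate 2 (0.32), and the second without CP_7 replicate 1 (-0.63), CP_7 replicate 2 (-0.50), CP_14 replicate 1 (-0.66) or CP_14 replicate 2 (-0.71). CC against CP_14 was called only without CP_14 replicate 3 (0.35). CP_14 against CP_0 changed its sign without CP_0 replicate 2 (0.084) or CP_14 replicate 1 (0.030).

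Replicate numbers gave little sign of pairing in the comparisons made. The correlation of same-numbered libraries' deviations from their group means ran from -0.29 to 0.17 and was above 0.1 in 4 of 18 pairs. Of these 4, 3 are all the pairs of CP_7 and CC (0.13, 0.12 and 0.17), which were not compared with each other. The remaining pair is replicate 2 of CP_14 and CC (0.13), whose other pairs were at -0.18 and -0.29. With 3 libraries in a group, these values cannot exclude that libraries share an origin. With the replicate block, 47 miRNAs were called in all 3 comparisons, and miR-145 from day 7 to day 14 stayed at -0.76 with an adjusted p of 0.086 by limma.

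Among the other named miRNAs, 31 values changed sign under other settings and 2 with a library left out. With library size only, CP_7 against CP_0 gave 0.047 for miR-140, 0.099 for miR-21-3p, 0.74 for miR-3120 and 0.28 for miR-27b, CP_14 against CP_7 gave -0.26 for miR-21-3p and -0.29 for miR-3120, and CC against CP_14 gave -0.17 for miR-3120, -0.18 for miR-148a, -0.53 for let-7i and -0.26 for miR-27b. With no normalization, CP_7 against CP_0 gave -0.045 for both miR-199a-3p and miR-3604, -0.57 for miR-199a-5p, -0.21 for miR-29a and -0.63 for let-7i, CP_14 against CP_7 gave 0.97 for both miR-199a-3p and miR-3604, 0.26 for miR-199a-5p, 0.53 for miR-199c, 0.12 for miR-148a, 0.26 for miR-133a, 0.12 for miR-30b-5p, 0.38 for miR-29a, 0.50 for miR-328, 0.46 for let-7i and 1.15 for miR-27b, and CC against CP_14 gave 0.40 for miR-133a and 0.72 for miR-29a. The uncalled change of miR-27b from day 7 to day 14 was 0.071 with upper-quartile factors, 0.011 in the fit of all 12 libraries, 0.012 with edgeR and between -0.11 and 0.11 with a library left out. The changes with library size only and with no normalization come with the shifts of the median given above, and the cause of the others was not tested. Depth limits the CP_7 comparisons most, since 3 reads in the shallowest library correspond to 5.56 RPM.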

Differences from the paper's values

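The paper gives 74 miRNAs as more than 2-fold different in all comparison groups, and 20 were at least 2-fold different in all 3 here. Of the alternatives set before the data were examined, only no normalization came within 1.5 times of the paper's number (68), while RLE (18), upper-quartile factors (22), library size only (39), DESeq2 (22), no filter (18), all 12 libraries in one fit (24), the replicate block (18), collapsed names (22) and leaving out any library (15 to 23) did not. Without the 2-fold condition 79 miRNAs were called in all 3. In the paper's Supplementary File S1, 22 of the 73 miRNAs listed in all 3 comparisons differ by at least 2-fold in each.

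For miR-140 in CP_7 against CP_0 the paper's log2 fold change is -1.13 and that found here -1.03, and for miR-199a-3p the paper's is 1.01 and that found here 1.11. For both, the difference from the paper's value is within the SD of replicates with RLE, DESeq2, all 12 libraries in one fit, collapsed names, and without CP_0 replicate 3, CP_7 replicate 1 or CP_7 replicate 3, and is not with upper-quartile factors, library size only, no normalization, no filter, the replicate block, and without CP_0 replicate 1, CP_0 replicate 2 or CP_7 replicate 2.

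The paper states that the qRT-PCR trend of miR-145 matches the miRNA sequencing, without giving a direction in its text. In Figure 2E the qRT-PCR value is lower at day 7 than at day 0 and higher again at day 14. Here the log2 fold change of miR-145 was 0.69 from day 0 to day 7 and -0.76 from day 7 to day 14. The paper's own values in Supplementary File S1 have these directions too, 0.62 and -0.73. With no normalization the values here were -0.46 and 0.45, and in mean reads, which are the values of Supplementary File S3, miR-145 was lowest at day 7. The paper's Venn diagram places miR-145 among the miRNAs called in all 3 comparisons, but it is not listed in the CP_14 and CC sheet of Supplementary File S1, and was not called between CC and CP_14 here (adjusted p = 0.16 by limma). It was called in that comparison with library size only (-0.50), with no normalization (1.14) and without CP_14 replicate 3 (0.35).

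Figure 2A labels the last of its comparisons as CC against CP_14, with more miRNAs up than down. In Supplementary File S1, whose sheet is CP_14 against CC, the paper lists 119 miRNAs higher in CP_14 and 91 higher in CC. DESeq2 gave 91 higher and 119 lower in CC, and limma 104 higher and 102 lower.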

Other observations

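The tests of thinning, of leaving miR-21-5p out of the totals, of the ratio of miR-145 to miR-143 and of the near-equal reads, and the setting that leaves out miRNAs with such reads, were chosen after the result was seen.

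The fall of miR-145 at day 7 in mean reads goes with the depth of the libraries. When every library was thinned at random to the 539455 reads of the shallowest (10 draws), the log2 ratio of mean miR-145 reads in CP_7 to those in CP_0 was 1.69, against -0.38 before thinning, and 17.4 of the 74 miRNAs of Figure 2C on average were lowest at day 7 instead of 41. Thinning to equal depth is on average the same as scaling by library size. It therefore adds no evidence beyond the mean RPM values, which gave a log2 ratio of 1.78 and 19 miRNAs lowest at day 7. The opposite pattern, a rise at day 7, is in part a matter of composition. With miR-21-5p left out of the totals, the log2 fold change of miR-145 was 0.81 (adjusted p = 0.0047 by limma), against 1.76 when all reads are counted, and still past the threshold, so the smaller share of miR-21-5p is argued against as its whole cause. The rise itself is not firm, since it lost its call with upper-quartile factors (0.34). Whether it comes with chondrogenic induction stays open.

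In the paper's Supplementary File S7, 43 of its 128 target genes of miR-145 have their highest FPKM at day 7 and 18 their lowest, and the paper's FPKM of SOX9 are 2.74, 7.21 and 3.83 at days 0, 7 and 14. The TMM-normalized mean of miR-145 is also highest at day 7, while its mean in reads is lowest there. With 3 time points no relation was tested.

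miR-143 and miR-145 moved apart. The log2 ratio of miR-145 to miR-143 within a library, which does not depend on any scaling, was -8.02 ± 0.19 (SD, n = 3) in CP_0, -5.63 ± 0.54 in CP_7, -8.67 ± 0.43 in CP_14 and -6.65 ± 0.36 in CC. The difference of 2.39 between CP_7 and CP_0 (exact permutation test, p = 0.1, the smallest that 3 against 3 allow) argues against a change in the amount of a transcript that holds both as the only source of the change. Whether the deer genome holds them together was not examined here, and processing or stability of either miRNA stays open.

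A group of miRNAs had near-equal numbers of reads in 7 libraries of very different depth. Within CP_0, 7 miRNAs were at least 4-fold higher in RPM in replicate 3 than in both others with at least 20 reads (miR-142-5p, miR-182, miR-206, miR-34c, miR-363, miR-451 and miR-486), and none was so in replicate 1 or in replicate 2. miR-451 had 6933 reads in CP_0 replicate 3 and between 6039 and 6619 in each CC and CP_14 library, although these held from 2791559 to 10256572 reads, and at most 29 in the 5 other libraries. The reads of miR-486 were 8312 in CP_0 replicate 3, 7363 to 8345 in CC and CP_14, and at most 133 in the rest. Over the 7 miRNAs the median coefficient of variation among the 6 CC and CP_14 libraries was 9.42% in reads and 60.3% in RPM. A candidate explanation is that a fixed number of reads, the same in each of the 7 libraries whatever its depth, entered them from elsewhere. It needs equal reads in CP_0 replicate 3 too, and the median ratio of its reads to the mean of CC and CP_14 was 1.07. miR-206, which ran from 31 to 148 reads in CC and CP_14 and reached 263 in a CP_7 library, does not follow this pattern closely. Cells of another type in the cultures are argued against, since exchanging the RPM values within CC and within CP_14 gave reads as even as those seen in 1 of 36 arrangements, the observed one. This covers the 6 libraries of CC and CP_14 and leaves CP_0 replicate 3 open. A wrong label on CP_0 replicate 3 is argued against by its mean correlation over 277 other miRNAs, 0.991 with the other CP_0 libraries against 0.971 with CC, 0.958 with CP_14 and 0.912 with CP_7. Where the reads came from was not tested, and apart from cells of another type no biological explanation was tested.

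These miRNAs bear on the comparisons. Of the 7, 1 was called between CP_7 and CP_0 (miR-34c, lower at day 7), 6 between CP_14 and CP_7, all higher at day 14, and all 7 between CC and CP_14, all lower in CC. The CP_7 libraries are among the 5 without these reads and the CP_14 libraries among the 7 with them, so that for these miRNAs the split of the libraries and the change from day 7 to day 14 coincide. With the 5 miRNAs left out whose reads varied by at most 20% among CC and CP_14, 125 miRNAs were called for CP_14 against CP_7 and 74 in all 3 comparisons. The 4-fold rule may miss others. miR-200a had 76 to 82 reads in CC, 74 to 80 in CP_14, 77 in CP_0 replicate 3 and at most 1 in a CP_7 library. In CP_0 replicates 1 and 2 it had 35 and 41. It was called from day 7 to day 14 in the main test (log2 fold change 4.40) and was not among those left out.

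With 3 libraries against 3 there are 10 splits. The real split called the most miRNAs by limma in each comparison, 1 of 10 splits reaching its count in CP_7 against CP_0, in CP_14 against CP_7, in CC against CP_14 and in CP_14 against CP_0. A share of 1 in 10 is the smallest that this design can give, so this share alone cannot exclude chance. The other splits called 0 miRNAs in each comparison. In the 100 simulated sets of unchanged groups, the study's 3 comparisons together called 0 to 2 miRNAs by limma, against 248 here. These values argue against chance as the source of the calls as a set in those 3 comparisons, but not for any single miRNA.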
